# *Drosophila* female reproductive tract gene expression reveals coordinated mating responses and rapidly evolving tissue-specific genes

**DOI:** 10.1093/g3journal/jkab020

**Published:** 2021-01-28

**Authors:** Caitlin E McDonough-Goldstein, Kirill Borziak, Scott Pitnick, Steve Dorus

**Keywords:** reproduction, sexual selection, ejaculate–female interactions, fertility

## Abstract

Sexual reproduction in internally fertilizing species requires complex coordination between female and male reproductive systems and among the diverse tissues of the female reproductive tract (FRT). Here, we report a comprehensive, tissue-specific investigation of *Drosophila melanogaster* FRT gene expression before and after mating. We identified expression profiles that distinguished each tissue, including major differences between tissues with glandular or primarily nonglandular epithelium. All tissues were enriched for distinct sets of genes possessing secretion signals that exhibited accelerated evolution, as might be expected for genes participating in molecular interactions between the sexes within the FRT extracellular environment. Despite robust transcriptional differences between tissues, postmating responses were dominated by coordinated transient changes indicative of an integrated systems-level functional response. This comprehensive characterization of gene expression throughout the FRT identifies putative female contributions to postcopulatory events critical to reproduction and potentially reproductive isolation, as well as the putative targets of sexual selection and conflict.

## Introduction

The contribution of the female reproductive tract (FRT) to reproductive success was unequivocally demonstrated in 1951 with the observation that capacitation (*i.e.*, sperm acquiring the capacity to fertilize) is dependent on sperm interactions with the FRT (Austin 1951; Chang 1951). Over the ensuing decades, FRT morphology, physiology, and secretions have increasingly been shown to support sperm motility and viability as well as influence both intraspecific variation in reproductive outcomes (Pitnick *et al.* 2009; Wolfner 2011; Orr and Brennan 2015; Suarez 2016) and reproductive isolation between species (Howard *et al.* 2009; McDonough *et al.* 2016). However, a refined understanding of the genetic basis of many female-mediated mechanisms critical to fertility remains enigmatic.

Investigations of specific FRT tissues suggest that the function of this system depends upon the coordination of its composite parts. In mice, for example, knockout of endometrial glands prevents the establishment of pregnancy because the luminal epithelium of the FRT does not undergo the molecular and structural changes necessary to support blastocyst implantation (Kelleher *et al.* 2016, 2018). In the fruit fly, *Drosophila melanogaster*, the loss of FRT glandular tissues also results in reduced fertility due to defects in the functions associated with other FRT tissues, including the seminal receptacle (*i.e.*, sperm motility dysfunction), the bursa (*i.e.*, delayed oviposition) and the ovary/oviduct (*i.e.*, delayed ovulation) (Anderson 1945; Allen and Spradling 2007; Schnakenberg *et al.* 2011; Sun and Spradling 2013). However, even in this model system, the contributions of the discrete tissues to the extracellular FRT environment, which female gene products interacts with the ejaculate, and the integrated functionality of the FRT have yet to be well characterized.

Insects are a tractable system for exploring the molecular complexity of FRT tissues as they exhibit morphological and functional compartmentalization of tissue cell types (Gillott 2003). Over a century of research with *D. melanogaster* has established the morphological, histological, developmental, functional and, to a more limited extent, molecular properties of individual FRT tissues. The *D. melanogaster* FRT consists of five tissues: the bursa copulatrix, oviduct, seminal receptacle, spermathecae, and parovaria (Figure 1A; Nonidez 1920). The bursa copulatrix (bursa or “uterus”) is the site of insemination, fertilization, and embryo retention until oviposition. The oviduct regulates ovulation and egg activation (Heifetz *et al.* 2001; Mattei *et al.* 2015). There are two specialized sperm-storage organs: the seminal receptacle and a pair of spermathecae. The seminal receptacle is a muscular tube that is the primary source of sperm for fertilization (Manier *et al.* 2010). The spermathecae are sclerotized capsules surrounded by secretory cells which are necessary for maintenance of sperm viability in both tissues (Anderson 1945; Allen and Spradling 2007; Schnakenberg *et al.* 2011; Sun and Spradling 2013). The parovaria (or female accessory glands) consist of secretory cells morphologically and developmentally similar to the spermathecae (Sun and Spradling 2012). The parovaria have been the focus of limited investigation, but may possess redundant functions with the spermathecae in supporting sperm storage and ovulation (Anderson 1945; Sun and Spradling 2012).

Despite the diversity in FRT morphology across the animal kingdom, there is substantial congruence in the critical postmating reproductive events that occur within the FRT environment, including the receipt and processing of the ejaculate, sperm movement and storage, ovulation, egg activation, and fertilization. In *D. melanogaster* the timeline of these postmating reproductive events has been divided into three temporal phases following copulation (Carmel *et al.* 2016). Phase 1 (lasting approximately 6 h) includes ejaculate transfer, formation and ejection of the ejaculate plug (along with excess and displaced sperm), sperm migration to the storage organs, and initiation of ovulation and oviposition. During this phase, the FRT also undergoes conformational changes and tissue remodeling including increased secretory capacity (Adams and Wolfner 2007; Kapelnikov *et al.* 2008a). Phase 2 (6–24 h) includes the maintenance of stored sperm and elevated rates of ovulation and oviposition. Finally, during phase 3 (>24 h), females are in a relatively constant state of egg laying and become increasingly receptive to remating.

The male stimuli that induce female postmating responses, including changes in gene expression, have been the subject of intense genetic and molecular investigation. These stimuli include courtship and copulation behaviors as well as the effects of sperm and seminal fluid proteins (SFPs), which induce changes in female behavior, metabolism, immune function and reproductive physiology (Wolfner 2002). Far less is known about how these male stimuli are received [with the exception of one known SFP receptor (Yapici *et al.* 2008)] or the mechanisms that govern postmating responses. Nevertheless, neuromodulators appear to play an important role in both temporally coordinated changes across the FRT and the establishment of distinct regional responses (Heifetz *et al.* 2014; Carmel *et al.* 2016).

To advance our understanding of FRT function, we conducted a systematic parallel analysis of all FRT tissues—including the first expression analysis of the parovaria, bursa, and FRT-associated fat body. Specifically, we aimed to determine (1) whether tissues make distinct contributions to the FRT that may form the basis of regional microenvironments, (2) whether genes of the FRT experience accelerated evolution, and (3) the extent to which tissues of the FRT exhibit temporally and functionally coordinated molecular responses to mating. Our analyses reveal tissue-specific patterns of expression and system-level responses of the FRT to mating that are indicative of integrated functionality across the FRT.

## Materials and methods

### Fly maintenance and mating

*D. melanogaster* wild-type lab strain LH_M_ was reared in standard conditions at room temperature (∼23^°^C) with a natural light cycle on a yeast, cornmeal, agar, and molasses media. Within 14 h of eclosion, flies were anesthetized with CO_2_, separated by sex, and matured in single-sex vials of approximately 10 flies with 1.5 cm^2^ of media supplemented with live yeast for 3–8 days (ages were equivalently distributed across samples; mode 6 days). Before use, vials containing females were examined for larvae to confirm unmated status. Matings were conducted in female vials with the addition of approximately 15 males aged 3–8 days (ages randomly distributed across matings). Dissections were conducted on unmated females and at 6 h postmating (±1 h) or 24 h postmating (±2 h) following time of pairing.

### Tissue dissection and RNA isolation

Tissue dissections occurred across collections of approximately 50–75 females and were then pooled to obtain samples with tissues from approximately 300 females. For each collection, females were etherized and their FRT (including all lower somatic reproductive tissues), were isolated in 1× phosphate-buffered saline (PBS) with care to avoid contamination from the ovary, ovulated eggs, or nearby gut tissue. FRT tissues were then micro-dissected separating the bursa, oviduct (including as much of the lateral oviducts as possible), seminal receptacle, both spermathecae (including the duct when possible), both parovaria (including the duct when possible), as well as the FRT-associated fat body. Postmating FRT tissues were only collected if sperm was visible in the seminal receptacle, confirming that the female had successfully mated. Tissues were combined by tissue type, rinsed and then transferred directly into Trizol (ThermoFisher) using a capillary tube (Stripper Tips; Orgio). Two samples of 25 unmated whole females excluding the FRT were also collected. All collections were stored at −80°C. Samples were then pooled and homogenized with a pellet pestle and RNA was isolated using a phenol-chloroform extraction with phase-lock gels (ThermoFisher) and an overnight precipitation in isoproponal and 3M sodium acetate with 1.5 μl glycogen (Life Technologies) at −18°C to maximize RNA recovery. The precipitation was followed by DNAse I (LifeTechnologies) treatment for 30 min at 37°C and a second RNA isolation. RNA was re-suspended in RNase-free H_2_O and stored at −80°C.

### RNA-seq

Library preparation and 50 bp single-end sequencing was conducted at the Beijing Genomics Institute (BGI) on a BGIseq-500. Samples were analyzed in two batches to obtain a median of four biological replicates (and a minimum of two biological replicates) for each tissue and time point. Raw RNAseq data were processed by BGI to remove adapters and exclude reads with >10% unknown bases or >50% low-quality bases. The resultant high-quality reads were mapped to the FlyBase *D. melanogaster* reference genome (r6.21) (Thurmond *et al.* 2019) using hisat 2.1.0 with default settings plus the SAM option to suppress reads that do not align or represent novel splice sites (Kim *et al.* 2015). Read counts per gene were generated using StringTie (Pertea *et al.* 2015, 2016). All samples had >90% of reads map to unique genomic positions and a minimum of 12 million mapped reads (average of 24.7 ± 0.3 million mapped reads) (Supplementary Figure S1A). Genes were included in subsequent analysis if they had a counts per million (CPM) >2 in at least two replicates of a given tissue and time point. This reduced the data set from 17,752 genes to 8337 genes (Supplementary Figure S1, B and C). 

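Of the 17752 genes in the deposited table, 8793 exceeded 2 CPM (read counts scaled to library size) in at least 2 replicates of the same tissue and time point in any of the 6 tissues. Among these 8793 genes, 8367 were annotated as protein-coding and 66 carried identifiers absent from the annotation. With CPM scaled by edgeR's trimmed mean of M-values (TMM) the number was 8740. Counting only the 5 FRT tissues gave 8706 genes, and adding the whole female gave 9545.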

Nearly all genes (99.95%) identified as FRT-expressed were present in one or more unmated tissues. 

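With the same threshold, 97.2% of the 8793 expressed genes passed it in at least 1 unmated tissue. For the 5 FRT tissues alone, the share of FRT-expressed genes that passed in an unmated FRT tissue was 97.1%.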

Read counts were TMM normalized using edgeR (Supplementary Figure S1D) (Robinson *et al.* 2010; McCarthy *et al.* 2012). Sample quality was checked by examining sample clustering with multidimensional scaling plots (Supplementary Figure S1, E and F) and Pearson’s’ correlations between samples with complete linkage hierarchical clustering (Supplementary Figure S1G). Data were highly reproducible with average *R*^2^ = 0.96 between replicates and the robust clustering of replicate samples and separation of tissues reflects the quality of isolated tissues samples.

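Marker transcripts of other organs gave a measure of what else was present in the dissected tissues, and the lists were written before the values were seen. Levels are summed CPM without TMM scaling, as means of 2 to 4 unmated libraries. TMM factors of the unmated libraries ran from 0.331 in the fat body to 2.85 in the whole female, so levels of different tissues compare only roughly. The 33 gut transcripts summed to 133 in the spermathecae, 27.5 in the fat body, 22.7 in the bursa and between 6.47 and 7.26 in the other 3 tissues, against 8870 in the whole female, and 9 of them passed 2 CPM in an FRT tissue. The 21 germline transcripts reached 410 in the oviduct, 186 in the seminal receptacle, 174 in the bursa and 57.3 or less in the remaining tissues, against 4600 in the whole female. Of these 21 genes, 2 were expressed in an FRT tissue, and both were expressed in all 5. With TMM scaling 1 gene of the list was highest in the bursa and 1 in the oviduct. These sums therefore do not tell germline tissue from expression in the tissue itself. Transcripts of 21 eggshell genes lay between 2.57 in the fat body and 11 in the bursa, against 13400 in the whole female. The 22 testis transcripts summed to 10.2 in the bursa and 3.76 in the fat body. The 17 fat body transcripts summed to 90100 in the fat body and to between 11600 in the bursa and 29100 in the seminal receptacle.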

### Transcriptome variation characterization and comparison

Relationships among samples were determined using two methods. First, hierarchical clustering using average linkage and correlation distance was performed on the average of log2 normalized CPM values for each tissue and time point to determine the approximately unbiased *P*-value confidence for each cluster (Suzuki and Shimodaira 2015). Second, principle components analysis was performed on normalized CPM values of unmated FRT samples. Loadings for the variables on the principle components were compared to gene expression differences by linear regression. FRT tissue data was also compared to FlyAtlas2 average FPKM (fragments per kilobase per million) including comparable samples of spermathecae and tissues of interest for comparison such as a general fat body sample (Leader *et al.* 2018). To compare our data to the FlyAtlas2 data we used hierarchical clustering with average linkage and correlation distance on scaled and centered expression for genes expressed in the FRT of all samples. We also examined the differences in gene expression among fat body samples with a linear regression.

### Differential expression

Differential expression analysis was used to identify genes that had significantly higher expression in unmated FRT tissues compared to the whole female as well as to identify genes that are differentially expressed between unmated and postmating time points. These analysis were performed with edgeR and conducted on each tissue separately with TMM normalization to account for batch effects (Robinson *et al.* 2010; McCarthy *et al.* 2012). Genes were considered significantly tissue-biased compared to the whole female with a stringent cutoff of Bonferroni corrected *P*-value ≤ 0.001 and log2FC ≥2. Genes were considered differentially expressed postmating if the Bonferroni corrected *P*-value was ≤0.01. Postmating differentially expressed genes were classified as “persistent” if they were differentially expressed in the same direction at both 6 and 24 h or were only differentially expressed only at 24 h relative to unmated samples. All other differentially expressed genes were considered “transient” (*i.e.*, not differentially expressed in the same direction at 6 and 24 h postmating).

### Tissue-specific expression

To measure tissue specificity of expression, we calculated τ on the unmated average expression of all tissues and the whole female (Yanai *et al.* 2005; Larracuente *et al.* 2008). τ measures tissue specificity on a scale from 0 (indicating broad expression across all tissues) to 1 (indicating expression in only one tissue). We used a cut off of τ > 0.9 to identify tissue-specific genes. 

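Of 1031 tissue-specific genes in the 6 tissues, 203 (19.7%) were also tissue-biased in the same tissue in edgeR's quasi-likelihood test with Bonferroni adjustment, the whole female being the reference. With a Benjamini-Hochberg adjustment the number was 879 (85.3%), and with a fit of all unmated libraries together 620 (60.1%).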

As expected, the vast majority of tissue-specific genes (97%) were also amongst those identified as tissue-biased. The use of whole female in this analysis, as a representative for expression in other tissues throughout the body, led to the identification of genes that have a τ > 0.9 and maximum expression in the whole female. These genes were not included in subsequent analysis of FRT tissue-specific genes. 

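Counting the genes in each range of τ gave 2277 below 0.5, 2563 from 0.5 to 0.7, 1311 from 0.7 to 0.8, 1364 from 0.8 to 0.9 and 1278 above 0.9, a mean of 1759 ± 274 (SE) per range.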

We further used τ as a categorical variable in particular analysis, with five ranges of tau: (1) 0.0–0.5, (2) 0.5–0.7, (3) 0.7–0.8, (4) 0.8–0.9, and (5) 0.9–1. τ categories had an average of 1667 ± 285 genes, and 247  ± 58 genes with a signal annotation.

### Comparison of postmating time points

Gene expression changes between tissues and time points were compared by linear regressions. Fuzzy clustering was used to identify prominent patterns of gene expression change across time points in each tissue (Futschik and Carlisle 2005). Optimal cluster number was determined as the number prior to the largest decrease in minimal centroid distance. Cluster membership was determined as those genes with >0.75 membership values for those tissues with two clusters and >0.5 for those tissues with three clusters.

### Gene ontology and functional annotation

Gene ontology (GO) enrichments of tissue-specific or differentially expressed genes were determined using DAVID (Huang *et al.* 2009a, 2009b). For tissue-specific genes and genes with tissue-biased expression, we used a background of all FRT-expressed genes. For genes differentially expressed postmating in a given tissue, we used a background of all genes expressed in that tissue. Ontological categories were considered enriched if the Benjamini–Hochberg corrected *P *<* *0.05. Secretion signal annotation was determined from UniProt (The UniProt Consortium 2019).

### Molecular evolution

Orthology between *D. melanogaster* and *D. yakuba* (FB2017_02) (Thurmond *et al.* 2019) was established using a local installation of OrthoDB (Kriventseva *et al.* 2015) with default parameters. In cases where recent, lineage-specific paralogs were present in an orthology group, the longest coding sequence was used. Protein sequences were aligned using the linsi algorithm of MAFFT (Katoh and Standley 2013) and reverse translated. Evolutionary rates (dN/dS; ω) were estimated using the Goldman and Yang method (Goldman and Yang 1994) as implemented by PAML (Yang 2007). A small minority of genes with inflated divergence estimates were excluded due to likely misalignment.

### Statistical analysis and gene expression visualization

We used a chi-square test to analyze differences in number of genes (1) biased within or specific to each tissue, (2) differentially expressed across tissues, (3) differentially expressed at postmating times within each tissue, and (4) up or down regulated within each time and each tissue. We used a Kologmorov–Smirnoff test to compare distributions of genes with or without a signal annotation across τ. The effect of τ category and secretion as well as tissue-specific expression and secretion on evolutionary rate was analyzed using a nonparametric Kruskal–Wallis (on both the factors and the interaction between factors) with a Bonferroni correction for multiple of comparisons. Mean and 95% confidence intervals of evolutionary rates were determined with a bootstrap analysis. Expression patterns of tissue-specific genes were visualized using a heatmap with complete linkage and Euclidean distance hierarchical clustering for both genes and samples. Intersections between gene sets were visualized with UpsetR. Analysis was performed in R version 3.4.4 (R Core Team 2019).

### Data availability

Raw reads are available at the NCBI Gene Omnibus Project (GEO) accession GSE143759. Average expression and analyzed data can be found in Supplementary Table S1. Code and pre-processed data files for analysis are available on GitHub (github.com/CEMcDonoughGoldstein/FRT.Tissue.Transcriptomics). Supplementary results, figures, and tables are on figshare: https://doi.org/10.25387/g3.13503336.

## Results

We investigated the spatial and temporal transcriptional relationships among all five FRT tissues (bursa, oviduct and seminal receptacle, spermathecae, and parovaria; Figure 1A), as well as the FRT-associated fat body at three time points representing the phases of female postmating response (*i.e.*, unmated, 6 h postmating, and 24 h postmating). 

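RNA from 64 pools of tissue was sequenced, each tissue pool from about 300 females aged 3 to 8 days and each whole female pool from 25. They made up 19 groups, the 6 tissues at 3 time points and the unmated whole female without its lower FRT. The bursa and spermathecae had 4 libraries at each time point. For unmated, 6 h and 24 h females in that order, the oviduct had 3, 2 and 3 libraries, the seminal receptacle 3, 4 and 3, the parovaria 4, 3 and 4, and the fat body 4, 3 and 2. The whole female had 2. The authors aligned reads with hisat2 and counted them per gene with StringTie, and the deposited values were whole read counts without normalization. Total counts per library ran from 12177864 to 26860149 with a median of 24545411.5.
In the bursa, the unmated libraries held 24108094 to 26062311 counts (median 25158735.5), the 6 h libraries 24122115 to 26046151 (25152904.5) and the 24 h libraries 24360625 to 26067036 (25207289.0). In the oviduct the ranges were 23781694 to 26187379 (24199635) in unmated females, 24321351 to 24356925 (24339138) at 6 h and 24396109 to 24928811 (24414313) at 24 h. The seminal receptacle held 23608897 to 26129687 (24246881), 24091062 to 26168275 (25139886.5) and 12177864 to 26097684 (14132323) in the same order. The spermathecae held 23982936 to 25781521 (24872054.5), 23797649 to 25756355 (24819109) and 23869173 to 25636718 (24889794.5). The parovaria held 24512352 to 26460984 (25477336), 24557264 to 26619205 (24626523) and 24077199 to 26860149 (25634891). The fat body held 24652160 to 26433959 (25497353), 24340621 to 26534302 (24528741) and 24504506 to 24612517 (24558511.5). The whole female libraries held 24448482 and 24663444 counts.
Libraries came from 2 sequencing runs, 26 from run 1 and 38 from run 2. The oviduct at 6 h, the fat body at 24 h and the whole female were in run 2 only, while every other group had libraries from both. The authors scaled the counts with TMM in edgeR, tissue by tissue, and the paper's text does not name which of edgeR's tests was used. Here the counts of each tissue were fitted with edgeR's quasi-likelihood test, with replicates unpaired and without the run in the model. Genes were differentially expressed at a Bonferroni-adjusted p ≤ 0.01. They were tissue-biased at an adjusted p ≤ 0.001 and a log2 fold change (log2FC) of at least 2 over the whole female. Correlations and clustering used log2(CPM + 0.5).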

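The mean R² of log2(CPM + 0.5) between a pair of libraries of the same tissue and time point was 0.918 ± 0.0496 (SD, 81 pairs), from 0.751 to 0.975. It was computed across genes, which are not independent replicates. The 29 pairs from the same sequencing run had a mean of 0.948 and the 52 pairs from different runs 0.901. The lowest group mean was 0.859 (6 pairs) in the seminal receptacle at 6 h. With a pseudocount of 2, the only alternative set for this measure, the mean was 0.924. Run 1 and run 2 differed at a Benjamini-Hochberg adjusted p ≤ 0.01 (edgeR quasi-likelihood test) in 903 of 5677 genes in the fat body, 775 of 7983 in the bursa, 159 of 7624 in the spermathecae, 22 of 7277 in the parovaria and 19 of 8141 in the seminal receptacle. In the oviduct the number was 0 of 7814. At an unadjusted p under 0.05 the shares of genes were 55.4%, 49.9%, 36%, 27.8% and 44.2% in that order and 14% in the oviduct. With the run in the model, the biological coefficient of variation fell from 0.352 to 0.242 in the fat body and from 0.343 to 0.266 in the bursa.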

Expression profiles were highly reproducible across replicates for both tissues and timepoints (Supplementary Figure S1) and were also consistent with previous studies of *Drosophila* tissue expression (Supplementary Figure S2). 

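The 19 group means of log2(CPM + 0.5) were clustered by average linkage on 1 minus the Pearson correlation across genes. The AU value of each node came from 1000 resamples of the genes at each of 10 scales from 0.5 to 1.4, so it covers the sampling of genes and not of libraries. The bursa, oviduct, seminal receptacle, spermathecae and parovaria joined at a height of 0.187 (AU 100%), and the fat body joined them at 0.319 (AU 100%), leaving the whole female outside. With run 2 alone both of these nodes kept an AU of 100%, at heights of 0.186 and 0.312.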

Using hierarchical clustering analysis of average gene expression (Figure 1B), we found, first, that the five FRT tissues formed a single group which was distinct from both the FRT-associated fat body and the whole female (which included the ovaries but excluded the lower FRT). 

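The spermathecae and parovaria joined each other at a height of 0.0878 and the bursa, oviduct and seminal receptacle at 0.118, both with an AU of 100%. Within the latter, the oviduct joined the seminal receptacle first, with an AU of 90.2% that became 98.3% on Spearman correlation distance, 75.7% with a pseudocount of 2 and 98.7% within run 2.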

Second, there was high-confidence support for a division between tissues with glandular (spermathecae and parovaria) and primarily nonglandular epithelium [henceforth referred to as epithelial; bursa, oviduct and seminal receptacle; approximately unbiased (AU) *P *=* *1.00]. 

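In each of the 6 tissues the unmated, 6 h and 24 h means formed a node of their own with an AU of 100%. Its height was 0.0427 in the oviduct, 0.0411 in the bursa, 0.0222 in the fat body, 0.0212 in the seminal receptacle, 0.0187 in the parovaria and 0.0177 in the spermathecae.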

Third, that the three timepoints from each tissue formed distinct groups (AU *P *>* *0.6 for all). 

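Unmated and 24 h means joined first in the bursa, oviduct, seminal receptacle and parovaria with an AU of 100% and in the spermathecae with an AU of 98.2%. In the bursa the distance between unmated and 6 h means was 0.0510 and that between unmated and 24 h means 0.0152. In the oviduct these distances were 0.0440 and 0.0169, in the seminal receptacle 0.0240 and 0.0152, in the spermathecae 0.0188 and 0.0137 and in the parovaria 0.0179 and 0.0118. In the fat body, unmated and 6 h means joined first with an AU of 82.7%, at distances of 0.0181 between unmated and 6 h and 0.0203 between unmated and 24 h. This node appeared in 100% of the resamples drawn at the full number of genes. Its AU was 97.8% with a pseudocount of 2 and 100% on Spearman correlation distance. Within run 2 alone, 3 of the 5 FRT tissues kept 6 h outside. There the oviduct joined its 6 h and 24 h means (AU 96.5%), the parovaria its unmated and 6 h means (AU 100%) and the fat body its unmated and 24 h means (AU 99.8%).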

Finally, in all tissues, except the FRT-associated fat body, the 6 h postmating time point was consistently an outgroup to the more similar unmated and 24 h postmating time points (AU *P *=* *1.00 for all). In the following sections, we explore the genes that contribute to the observed variation across tissues.

**Figure 1:**
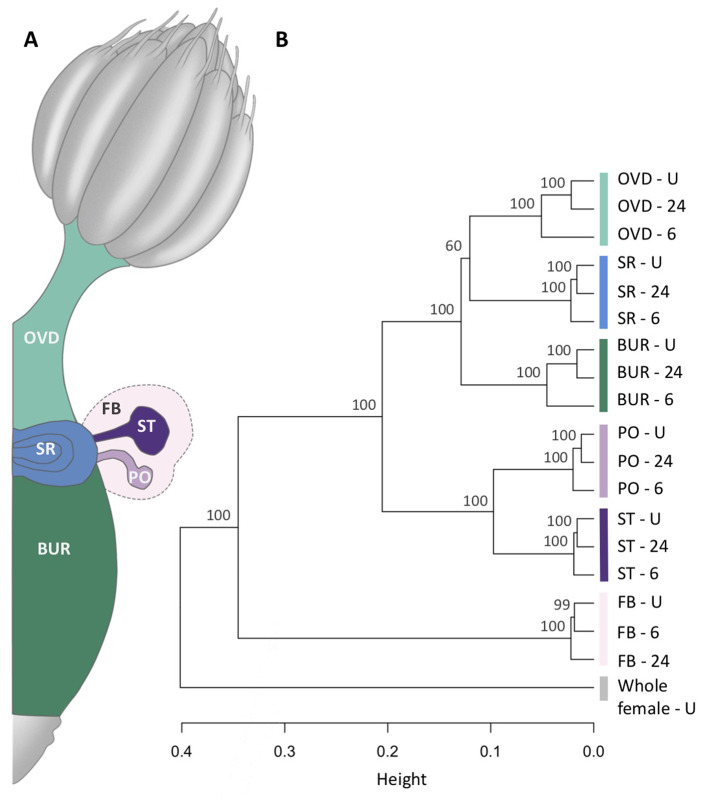
FRT gene expression. (A) The FRT of *Drosophila melanogaster* consists of five tissues: the epithelial tissues of the bursa (BUR), oviduct (OVD), seminal receptacle (SR), and glandular tissues spermathecae (ST), and parovaria (PO). The spermathecae and parovaria are surrounded by an FRT-associated fat body (FB). Note, the seminal receptacle is on the ventral side of the FRT at the approximate junction of the bursa and oviduct whereas the spermathecae and parovaria arise from the dorsal side. (B) Hierarchical clustering of average gene expression for each tissue at three time points: unmated, 6 hs postmating, and 24 h postmating. In addition to FRT tissues and associated fat body, we analyzed unmated whole female which included the ovaries but excluded the lower FRT. Clustering was based on average correlation distance and approximately unbiased *P*-values (%) are presented for each node. FRT tissues formed two primary groups that distinguished epithelial and glandular tissues. It was noteworthy that within all FRT tissues, but not the FRT-associated fat body, there was a consistent clustering of unmated and 24 h postmating samples with 6 h postmating as the outlier.

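Distances between the 6 h and 24 h means completed the comparison of time points. They were 0.0313 in the bursa, 0.0414 in the oviduct, 0.0184 in the seminal receptacle, 0.0165 in the spermathecae, 0.0196 in the parovaria and 0.0242 in the fat body. In the 5 FRT tissues each exceeded the distance between the unmated and 24 h means.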

### Tissue-biased genes were common to histologically similar tissues

We examined transcriptome variation among unmated FRT tissues using a principal component analysis. This analysis revealed four principal components that collectively explained 86.3% of transcriptome variation (Figure 2A). 

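In 18 unmated libraries of the 5 FRT tissues, the first 4 principal components of log2(CPM + 0.5), centred by gene and not scaled, accounted for 87.8% of the variance. Scaling each gene to unit variance lowered this sum to 77.5%, and using CPM without the logarithm raised it to 99.5%, with 81.3% on the first component, which was the largest shift among the alternatives. Within the 10 libraries of run 2 the sum was 93.4%. Tissue accounted for each of the 4 component scores with an R² of 0.975 to 0.998.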

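Component 1 held 50.4% of the variance (jackknife SE 4.06 over libraries). Its gene loadings had an R² of 0.981 with the difference between the mean of the spermathecae and parovaria and the mean of the bursa, oviduct and seminal receptacle, a relation across genes, which are not independent replicates. Within run 2 the component held 48.5% with an R² of 0.990. With genes scaled to unit variance it held 39.2% and the R² was 0.649.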

The first principal component captured 50.1% of the variation and was highly correlated with the difference in expression between epithelial and glandular tissues (*R*^2^ = 0.95, *P *<* *0.001; Figure 2B). The second principal component (14.69% of the variation) was correlated with expression differences between the glandular tissues (*R*^2^ = 0.88, *P *<* *0.001; Figure 2C), whereas the third (12.3% of the variation) and fourth principal components (9.2% of the variation), distinguished the epithelial tissues from one another (*R*^2^ = 0.85, *P *<* *0.001; Figure 2D and *R*^2^ = 0.69, *P *<* *0.001; Figure 2E, respectively).

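Component 2 held 15.2% of the variance (jackknife SE 3.02) and its loadings had an R² of 0.877 with the difference between spermathecae and parovaria. Component 3 held 12.7% (SE 4.07) and component 4 held 9.43% (SE 3.19), with R² of 0.858 and 0.745 with differences among the epithelial tissues. Within run 2, with 2 libraries per tissue, components 2, 3 and 4 held 16.7%, 15.7% and 12.5%, and their R² with the differences of the same rank were 0.232, 0.346 and 0.314. Their best R² with any of the 4 tissue differences tested was 0.645, 0.346 and 0.433, which for components 2 and 4 was another difference. On genes scaled to unit variance the R² with the differences of the same rank were 0.295, 0.362 and 0.002, and the best were 0.295, 0.414 and 0.225.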

**Figure 2:**
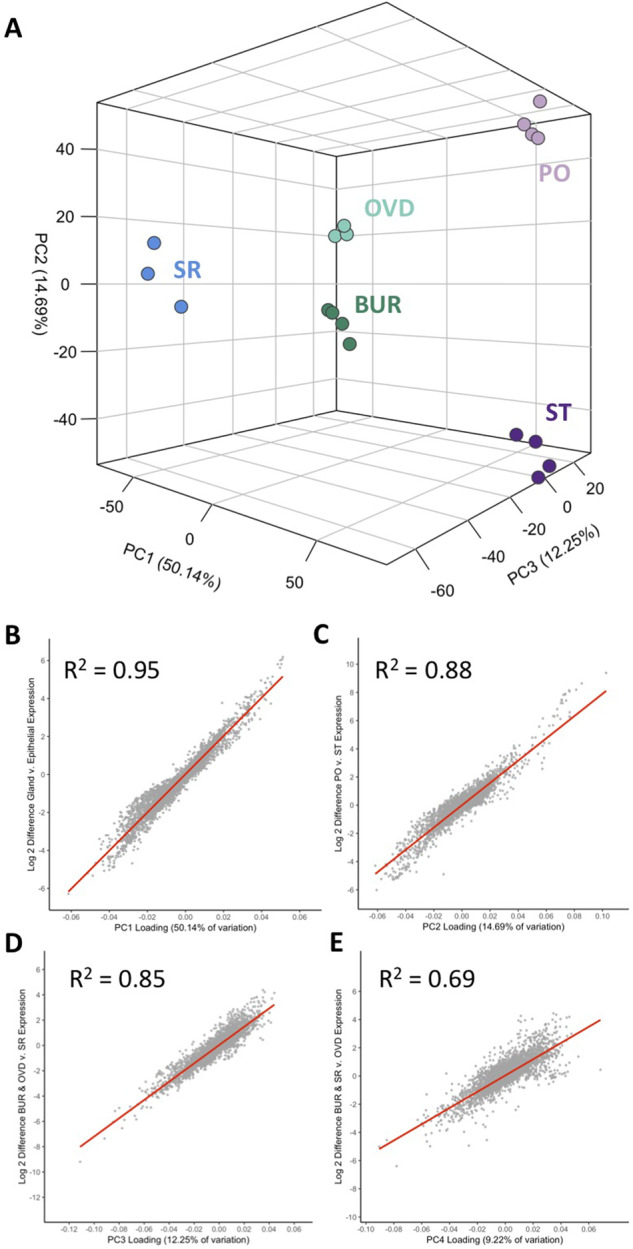
Expression variation across FRT tissues. (A) Principle component analysis of unmated FRT tissues identified three principle components that described 77.1% of the total variance and resolve FRT tissue transcriptomes into distinct clusters. The relationship of principle component rotation values to log2-fold differences in gene expression among tissue types was analyzed by linear regression in (B–E). (B) The first principle component was significantly correlated (*R*^2^ = 0.95) with the difference between glandular and epithelial tissue expression levels. (C) The second principle component was significantly correlated (*R*^2^ = 0.88) with the difference between spermathecae (ST) and parovaria (PO) expression levels. (D) The third and (E) the fourth principle components were significantly correlated to differences between epithelial tissues (*i.e.*, the seminal receptacle (SR) compared to the bursa (BUR) and oviduct (OVD), *R*^2^ = 0.85 and the oviduct compared to the seminal receptacle and bursa, *R*^2^ = 0.69, respectively).

To identify genes responsible for transcriptome variation across the FRT, we first identified those with biased expression in each tissue [*i.e.*, genes with higher expression in a tissue compared to the whole female using a stringent cutoff of FDR < 0.001 and log2-fold change (FC) > 2]. 

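In unmated females, 7861 genes passed the expression threshold in the seminal receptacle, 7784 in the bursa, 7664 in the oviduct, 7208 in the spermathecae, 7060 in the parovaria and 5506 in the fat body. Among the 17752 genes these numbers differed between tissues (χ² = 907.4, df = 5, p = 6.51e-194), a test that treats genes as independent. With the run 2 libraries alone χ² was 1819 and the fat body had 4351 expressed genes. With the genes expressed in any tissue as the total, χ² was 2947, so its size depends on this choice. Tissue-biased genes numbered 201 of those expressed in the fat body (3.65%), 80 in the bursa (1.03%), 65 in the parovaria, 55 in the spermathecae, 6 in the seminal receptacle and 0 in the oviduct, where 1595 passed at an unadjusted p under 0.05 (χ² = 570.4, df = 5, p = 5.01e-121). Each test compared 3 or 4 libraries with the 2 of the whole female, and these tests ranged over 8241 to 8945 genes. After a Benjamini-Hochberg adjustment the numbers were 1417, 1533, 1142, 912, 1146 and 581 in the same order (χ² = 957.4). A fit of all unmated libraries together gave 1041, 966, 668, 639, 883 and 800.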

We found significant differences among tissues in both the number of genes expressed (χ^2^= 1364.0, *df* = 5, *P *=* *8.69^−293^) and the proportion of genes with tissue-biased expression (χ^2^= 120.9, *df* = 5, *P *=* *2.06e^−24^; Figure 3A). Specifically, epithelial tissues had the greatest number and proportion of tissue-biased genes. 

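The share of expressed genes called tissue-biased was 0.0763% in the seminal receptacle, 0.763% in the spermathecae and 0.921% in the parovaria. The largest number among the FRT tissues was in the bursa, and the fat body exceeded it. Leaving out 1 unmated library at a time changed the number to between 5 and 14 in the bursa, 1 and 13 in the seminal receptacle, 13 and 34 in the spermathecae, 14 and 20 in the parovaria and 70 and 242 in the fat body. The whole female libraries were sequenced in run 2, and with run 2 alone the numbers were 438 in the fat body, 13 in the seminal receptacle, 3 in the spermathecae, 2 in the parovaria and 1 in the bursa.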

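The tissue-biased genes of the 5 FRT tissues formed 9 combinations among 166 genes. The largest were genes of the bursa alone (61), the parovaria alone (38), the spermathecae alone (28) and both glandular tissues (18). No gene was biased in all 5 FRT tissues or in the 3 epithelial tissues alone, since the oviduct had none. In the fit of all unmated libraries together, 240 genes were biased in all 5 FRT tissues, 185 in the epithelial tissues alone and 96 in the glandular tissues alone. Under the Benjamini-Hochberg adjustment these sets held 225, 121 and 182 genes.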

Biased expression using these criteria was not mutually exclusive among tissues, and we identified three large overlapping sets of genes with biased expression, including those with expression (1) in all FRT tissues, (2) restricted to epithelial tissues, or (3) restricted to glandular tissues (Figure 3B).

**Figure 3:**
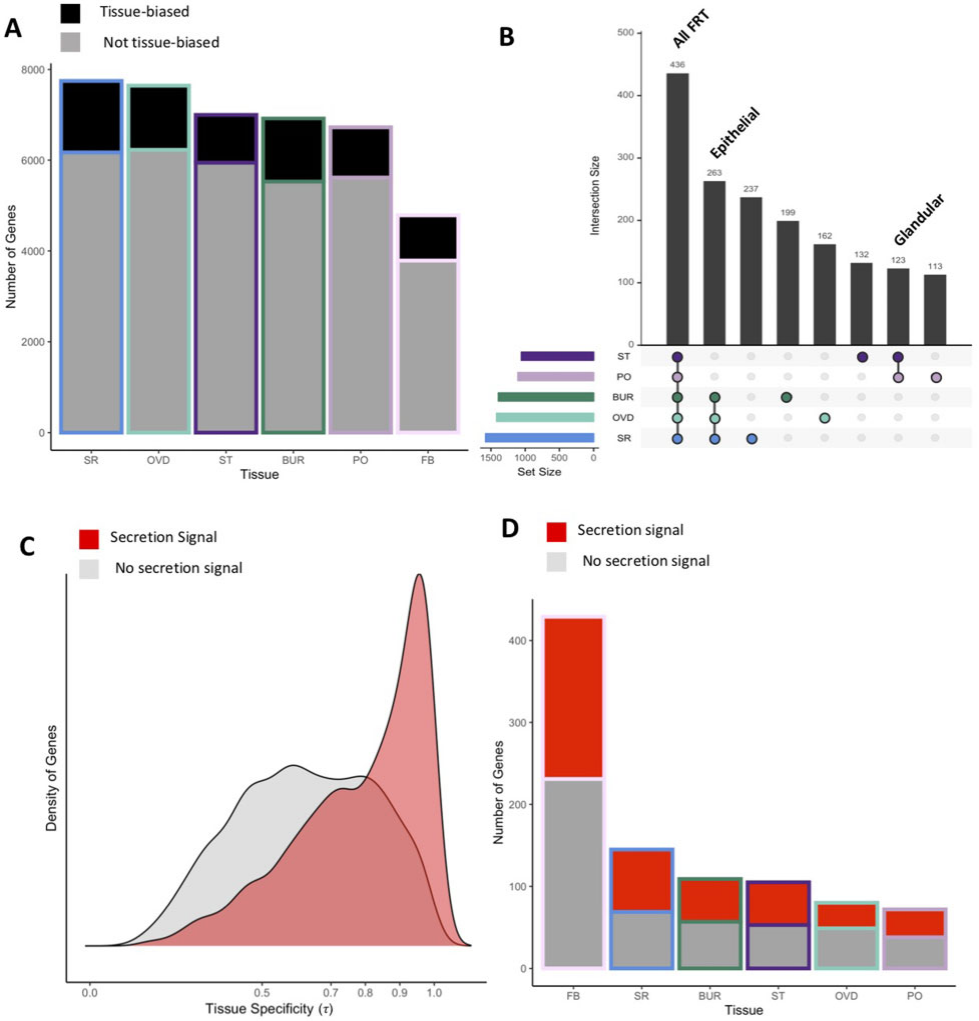
Identification of FRT-biased and tissue-specific genes. (A) The number of genes expressed in each tissue was significantly different and, in particular, the FRT-associated FB had the fewest number of expressed genes. The proportion of genes with biased expression in a particular tissue compared to the whole female (FDR < 0.001 and log2FC > 2) was also significantly different among tissues, with the lowest proportion in the glandular tissues the spermathecae (ST) and parovaria (PO) compared to the epithelial bursa (BUR), oviduct (OVD), and seminal receptacle (SR). (B) Intersections among genes with biased expression across FRT tissues (showing top 8 out of 31 intersections) identified large sets of genes with biased expression across multiple tissues. Specifically, we highlight the three largest intersections, genes with biased express in all FRT tissues, in all three epithelial tissues or in both glandular tissues. (C) Density distribution plot of genes expressed in the FRT as a function of tissue expression specificity (τ). We observed a significant difference in the distribution of τ between genes with (red) or without (gray) a secretion signal annotation. (D) We observed significant differences in the proportion of tissue-specific genes (τ > 0.9) across all tissues, with the greatest proportion and number in the FRT-associated fat body. Genes with tissue-specific expression were significantly enriched for secretion signal annotation (red) across all tissues.

We next investigated the functional enrichments for genes with tissue-biased expression in all FRT tissues (*i.e.*, genes that were expressed at higher levels in every FRT tissue compared to the whole body minus the FRT). 

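Because the set of genes biased in all 5 FRT tissues was empty under the Bonferroni adjustment, its functions were tested on the sets from the alternative settings. With a Benjamini-Hochberg adjustment, 1 of 10 antimicrobial peptide genes fell in the set of 225 against 0.339 expected (Fisher's exact test, one-sided, adjusted p = 0.813). In the joint fit of all unmated libraries 1 fell in the set of 240 (adjusted p = 1). The summed level of the 13 peptidoglycan recognition protein genes was 454 CPM in the unmated oviduct, 351 in the bursa and 880 in the fat body.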

We found that genes with biased expression in all FRT tissues were significantly enriched for a UniProt secretion signal annotation (*i.e.*, genes whose protein products are likely to be either secreted or become membrane components) and had GO functional annotation enrichments related to immune response (Supplementary Table S2). These may represent functions to which all tissues contribute and are required in a spatially distributed fashion across the entirety of the FRT. 

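Lists of genes for the functions named in the paper were fixed before the deposited values were seen, and each was tested against the tissue-biased genes of the epithelial and the glandular tissues with Fisher's exact test (one-sided). The background was the genes tested for bias in all 5 FRT tissues. The summed level of the 30 sarcomere genes was 46700 CPM in the unmated bursa, 31800 in the oviduct and 22900 in the seminal receptacle, against 1680 in the spermathecae, 2030 in the parovaria and 2210 in the whole female. For 23 of the 30 the bursa had the highest mean.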

The functional enrichments for genes with tissue-biased expression in epithelial or glandular tissues reflected the histological characteristics of these tissues (Supplementary Table S2). In particular, genes with epithelial tissue-biased expression were enriched for muscularization (*myofibril assembly*, *P *=* *2.2e^−5^; *sarcomere organization*, *P *=* *2.0e^−4^; *z-disc*, *P *=* *1.7e^−5^) (Nonidez 1920; Kapelnikov *et al.* 2008a; Heifetz and Rivlin 2010) and innervation (*negative regulation of neuromuscular synaptic transmission*, *P *=* *0.04) (Häsemeyer *et al.* 2009). 

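No sarcomere gene could be counted among the epithelial-biased genes of the Bonferroni setting, as that set was empty. With a Benjamini-Hochberg adjustment 9 of 24 sarcomere genes were in the set of 121 against 0.398 expected (Fisher's exact test, adjusted p = 1.44e-09). In the fit of all unmated libraries 14 were in the set of 185 (adjusted p = 1.68e-15).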

Secretion signal annotation (*P *=* *4.3e^−6^) was also significantly enriched in all epithelial tissues, indicative of specific epithelial contributions to the extracellular environment and consistent with the observation of secretory activity in the oviduct and seminal receptacle (Kapelnikov *et al.* 2008a; Heifetz and Rivlin 2010). In contrast, genes with glandular tissue-biased expression had a significant enrichment relating to secretory pathways (*endomembrane system*, *P *=* *1.8e^−4^) which is consistent with the greater representation of secretory cells in these tissues. 

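Among the 18 genes biased in both glandular tissues, 0 of 45 secretory pathway genes were found against 0.119 expected, and at this set size a count of 0 does not set the list apart from the expected number. Under the Benjamini-Hochberg adjustment 14 were in the set of 182 against 1.2 expected (Fisher's exact test, adjusted p = 1.78e-10), and in the joint fit 11 were in the set of 96 (adjusted p = 3.2e-10). Of 18 serine endopeptidase genes, 4 were among the 18 (adjusted p = 1.32e-06), and 1 under the Benjamini-Hochberg adjustment (adjusted p = 1).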

Interestingly, they did not exhibit an enrichment for secretion signal annotation (*P *=* *0.5) which indicates that the glandular tissues do not express a common repertoire of secreted proteins as would be expected if were primarily functionally redundant.

### Rapid evolution of tissue-specific genes encoding secreted proteins

We further explored the distinct transcriptional profiles of each tissue by estimating tissue-specificity of gene expression using τ (a measure from 0 to 1), where tissue specificity increases as τ approaches 1 (Yanai *et al.* 2005). 

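With τ on TMM-normalized CPM over the 6 tissues and the whole female, τ exceeded 0.9 for 447 genes highest in the fat body, 166 in the seminal receptacle, 132 in the bursa, 112 in the spermathecae, 90 in the oviduct and 84 in the parovaria. Taking τ on log2(CPM + 1) moved these numbers the most, to 16, 51, 33, 31, 28 and 30. Leaving out 1 unmated library at a time kept them at 437 to 453, 164 to 178, 127 to 135, 109 to 113, 79 to 98 and 82 to 85. With run 2 alone they were 453, 167, 134, 108, 103 and 86.
The most abundant specific transcript of the bursa was Obp57a (FBgn0043535, BDGP6.54 chromosome 2R, 20505150 to 20505758), at 6240 ± 2880 CPM (SD, n = 4) with τ of 0.972. In the oviduct it was CG7443 (FBgn0037577, 3R, 8324316 to 8325036) at 23900 ± 3690 CPM (n = 3), and in the seminal receptacle Drs (FBgn0283461, 3L, 3369556 to 3369942) at 94000 ± 21100 CPM (n = 3). In the spermathecae it was CG43090 (FBgn0262536, X, 6199216 to 6199891) at 113000 ± 24000 CPM (n = 4), and in the parovaria CG42704 (FBgn0261615, X, 7412668 to 7413296) at 416000 ± 141000 CPM (n = 4). In the fat body it was Yp3 (FBgn0004047, X, 13759546 to 13761547) at 75300 ± 12300 CPM (n = 4). Drs, highest in the seminal receptacle, also stood at 33500 ± 5940 CPM (n = 4) in the spermathecae, with τ of 0.923.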

We found that genes with secretion signal annotation had a distribution significantly biased toward higher values of τ relative to those that do not (*D* = 0.34, *P *<* *0.0001; Figure 3C). This observation was further supported by the significant enrichment for secretion signal annotation amongst genes with tissue-specific expression (τ ≥ 0.9; *P *<* *0.001 for all tissues; Figure 3D, Supplementary Figure S3). As such, each tissue expresses a largely unique set of secreted proteins which could generate regional variation in the extracellular environments across the FRT.

Tissue-specific GO enrichments corresponded to known characteristics and functions of FRT tissues and also identified potentially novel contributions. For example, tissues were enriched for the production of putatively secreted proteins that may function in chemical sensing (*odorant binding*, *P *=* *5.06e^−6^ in the bursa) or digestion of the transferred ejaculate (*serine-type endopeptidases*, *P *=* *8.88e^−15^ in the spermathecae; Supplementary Table S3). 

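Among the bursa-specific genes, 7 of 17 odorant binding protein genes were found against 0.255 expected (Fisher's exact test, one-sided, adjusted p = 6.54e-08 over the 78 pairs of list and tissue). Of 29 serine endopeptidase genes, 10 were specific to the spermathecae against 0.369 expected (adjusted p = 9.54e-11). Of the whole lists, 5 of 51 and 28 of 57 genes were also on another list. The setting that moved both the most was τ on log2(CPM + 1), with which 0 odorant binding protein genes and 1 serine endopeptidase gene remained. Send1 (FBgn0031406, BDGP6.54 chromosome 2L, 2254176 to 2255050) was the most abundant of the 10 in unmated spermathecae at 52900 ± 4040 CPM (SD, n = 4), with τ of 0.983. CG31681 stood at 36200 ± 3610 CPM, CG17234 at 1630 ± 860 and Send2 at 1180 ± 465.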

Interestingly, putatively secreted parovaria-specific genes were enriched for reproductive functions (*multicellular organism reproduction*, *P *=* *3.42e^−5^; Supplementary Table S3) due to the presence of genes previously characterized as SFPs. 

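Of 7 seminal fluid protein genes that could be counted, 4 were specific to the parovaria against 0.0669 expected (Fisher's exact test, one-sided, adjusted p = 5.18e-06), and the number was also 4 with τ on log2(CPM + 1). Acp53C14a had the highest level in unmated parovaria at 667 ± 191 CPM (SD, n = 4) with τ of 0.999. The other three were Acp53C14b at 12.2 ± 3.87 CPM, Sfp53D at 6.6 ± 1.1 and Acp53Ea at 5.89 ± 2.39. Over the list of 58 genes, 5 were tested for a postmating change in the parovaria and 3 rose at 6 h, with a median log2FC of 0.20.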

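Transcripts of 19 male accessory gland genes were summed, 19 of which another list also holds and 5 of which an unmated FRT tissue expressed. These sums are CPM without TMM scaling, unlike the TMM-normalized levels of single genes above. They came to 586 CPM in unmated parovaria, 714 at 6 h and 664 at 24 h, and to 0.0409 in the whole female. In unmated females, which had received no ejaculate, the sums were 6.53 in the oviduct, 5.21 in the bursa and 0.932 in the seminal receptacle. At 6 h they were 19.9, 10.1 and 8.35.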

We note that as these genes are coexpressed in both the male accessory gland and FRT tissues, it is likely some SFPs are produced by both males and females. We also observed tissue-specific GO enrichments that may represent complementary functionality between tissues. For example, the sperm-storage organs (seminal receptacle and spermathecae) exhibited enrichments for distinct immune response mechanisms (*scavenger receptor activity*, *P *=* *0.007 in the seminal receptacle; *galactose binding*, *P *=* *0.002 and *calcium-dependent cell adhesion*, *P *=* *0.02 in the spermathecae; Supplementary Table S3). This observation is consistent with the hypothesis that different regions of the FRT have variable immune requirements (Kapelnikov *et al.* 2008b). 

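Of 14 scavenger receptor genes, 2 were specific to the seminal receptacle against 0.264 expected (Fisher's exact test, one-sided, p = 0.0278, adjusted p = 0.241). They were Sr-CI at 136 ± 12 CPM (SD, n = 3) and ninaD at 55.8 ± 11.4. Of 7 galactose-binding lectin genes, 4 were specific to the spermathecae (adjusted p = 1.32e-05). The highest were lectin-37Da at 925 ± 83.1 CPM (SD, n = 4) and lectin-37Db at 528 ± 65.8.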

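The share of expressed genes with τ above 0.9 was 8.12% in the fat body, 2.11% in the seminal receptacle, 1.70% in the bursa, 1.55% in the spermathecae, 1.19% in the parovaria and 1.17% in the oviduct (χ² = 905.8, df = 5, p = 1.48e-193). On log2(CPM + 1) χ² was 11.73 (p = 0.0386) and the fat body had the lowest number. On CPM without TMM scaling, a setting chosen after seeing the data, the fat body had 143 (2.60% of its expressed genes) and the seminal receptacle 196 (2.49%), with a χ² of 95.53 (p = 4.61e-19). Of 16 antimicrobial peptide genes, 11 were specific to the fat body against 0.813 expected (Fisher's exact test, adjusted p = 7.03e-10). On CPM without TMM scaling the number was 5, and on log2(CPM + 1) it was 0.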

Notably, the FRT-associated fat body had a significantly larger number of tissue-specific genes relative to FRT tissues, despite having a smaller number of expressed genes (χ^2^= 1085.30, *df* = 5, *P *=* *2.08e^−232^; see Supplementary results for further analysis of FRT-associated FB).

We next tested the prediction that secreted FRT gene products evolve more rapidly than nonsecreted products as has previously been found, particularly in reproductive genes (Swanson *et al.* 2001, 2004; Liao *et al.* 2010). Evolutionary rates (dN/dS; ω) were estimated based on the molecular divergence of orthologs between *D. melanogaster* and *yakuba*. We found significant effects of tissue specificity (*H* = 85.4, *df* = 4, *P *=* *7.54e^−17^), secretion signal annotation (*H* = 140, *df* = 1, *P *=* *1.60e^−31^), and the interaction of both factors (*H* = 202.57, *df* = 9, *P *=* *5.75e^−38^) on the evolutionary rate of all FRT-expressed genes (Figure 4A). In particular, genes with higher tissue-specificity (τ categories of 0.8–0.9 and 0.9–1) and secretion signal annotation had a higher evolutionary rate than genes without a signal annotation (*P ≤ *5.2e^−7^ for all comparisons). However, we note that secretion signal sequences have been found to evolve under relaxed selection which may contribute to more rapid evolution of these genes (Williams *et al.* 2000; Li *et al.* 2009). Next, we analyzed tissue-specific genes (τ ≥ 0.9) and observed significant effects of secretion (*H* = 80.67, *df* = 1, *P *=* *1.60^−18^) and the interaction between tissue and secretion (*H* = 107.41, *df* = 11, *P *=* *3.6e^−17^) on evolutionary rate, although there was not a significant effect of tissue alone (*H* = 11.23, *df* = 5, *P *=* *0.28; Figure 4B). Notably, many of the rapidly evolving tissue-specific genes were X-linked genes or are also SFPs (Supplementary Table S1).

**Figure 4:**
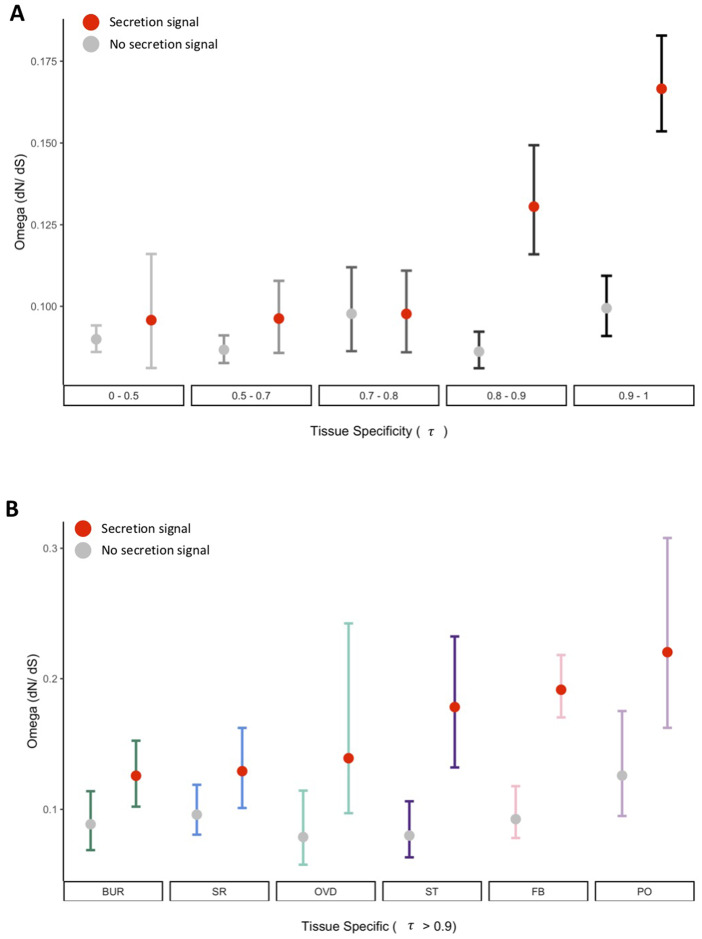
Molecular evolution of FRT expressed genes. (A) Evolutionary rate (ω; dN/dS) was significantly associated with tissue specific expression, secretion signal annotation, and their interaction. (B) Amongst tissue-specific genes (τ > 0.9), evolutionary rate was significantly associated with secretion signal annotation, and the interaction between secretion signal annotation and tissue. Error bars represent bootstrapped 95% confidence interval of the estimated mean.

### Correlated, transient expression changes across the FRT in response to mating

We next compared the temporal patterns of gene expression among FRT tissues by examining two postmating time points (6 and 24 h; Figure 5, A and B). 

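At 6 h, 82 genes were upregulated and 10 downregulated in the bursa, 12 and 10 in the spermathecae, 5 and 0 in the parovaria, 2 and 0 in the oviduct, 2 and 0 in the seminal receptacle and 1 and 0 in the fat body (edgeR quasi-likelihood test, Bonferroni-adjusted p ≤ 0.01). At 24 h the bursa had 10 and 0, the spermathecae 4 and 1 and the parovaria 1 and 0, and the oviduct, seminal receptacle and fat body had none. Unadjusted p was under 0.05 at 24 h for 532 of 7814 genes in the oviduct, 239 of 8141 in the seminal receptacle and 799 of 5677 in the fat body, where chance alone would give 391, 407 and 284. At 6 h it was under 0.05 for 3144 of 7983 genes in the bursa, 1732 in the oviduct, 963 in the seminal receptacle, 1005 of 7624 in the spermathecae, 751 of 7277 in the parovaria and 1098 in the fat body.
Of 200 simulated genes with a 4-fold change at the dispersion of each tissue, this test recovered 109 in the spermathecae, 73 in the bursa, 57 in the parovaria, 11 in the fat body, 4 in the seminal receptacle and 1 in the oviduct. With a Benjamini-Hochberg adjustment it recovered 179, 171, 172, 158, 125 and 123 in that order, with at most 1 false call per tissue. On the data, that adjustment gave 608 and 370 genes at 6 h in the bursa, 49 and 45 in the spermathecae, 14 and 0 in the parovaria, 23 and 1 in the oviduct, 5 and 1 in the seminal receptacle and 10 and 1 in the fat body. One fit of all samples gave 239 and 39, 24 and 15, 12 and 0, 45 and 5, 29 and 6 and 31 and 18 in that order. Within run 2 alone the calls at 6 h were 9 and 0, 3 and 1, 1 and 0, 12 and 2, 1 and 0 and 2 and 0.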

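The number of differentially expressed genes differed among tissues at 6 h (χ² = 281.9, df = 5, p = 7.92e-59) and at 24 h (χ² = 28.37, df = 5, p = 3.08e-05), with genes taken as independent. The bursa had the most at both time points. In one fit of all samples the fat body had more at 24 h, with 3 upregulated and 20 downregulated against 18 and 0 in the bursa. With run 2 alone the oviduct had more at 6 h, with 12 and 2 against 9 and 0. In the bursa at 6 h, 1 of the 35 splits of its 8 unmated and 6 h libraries, the true one, gave 92 or more genes, and the same held at 24 h for 10 genes. Leaving out 1 library at a time gave between 33 (without the first unmated library) and 76 genes at 6 h and between 3 and 8 at 24 h. With the sequencing run as a covariate the bursa had 151 upregulated and 38 downregulated genes at 6 h.
The largest rise in the bursa at 6 h was that of Obp56e (FBgn0034471, BDGP6.54 chromosome 2R, 19712345 to 19712932), from 0.142 ± 0.172 CPM (SD, n = 4) to 80.4 ± 58.6 (n = 4), a log2FC of 9.16 (SE 0.981, Bonferroni-adjusted p = 0.00593 from edgeR). Without 1 of these libraries the p rose to 0.0563. The largest fall was that of CG32512 (FBgn0052512, X, 21062277 to 21067540), from 305 ± 129 CPM to 15.5 ± 6.04, a log2FC of -4.30 (SE 0.432, Bonferroni-adjusted p = 0.00302, 0.0338 at most with a library left out).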

We observed significant differences among tissues in the numbers of genes differentially expressed at each time point (relative to unmated tissues), with the greatest transcriptional response in the bursa at both time-points (6 h: χ^2^ = 5425.2, *df* = 5, *P *=* *0.00; 24 h: χ^2^ = 123.9, *df* = 5, *P *=* *4.67e^−25^). Despite these differences in the magnitude of response, we found that all tissues exhibited a significantly greater number of differentially expressed genes at 6 h (χ^2^ = 5.3, *df* = 1, *P *=* *0.02 for all tissues) and more genes upregulated than downregulated at both times postmating in the majority of tissues (average per tissue 6 h postmating 377 ± 159 upregulated and 283 ± 167 downregulated, χ^2^ ≤ 25.8, *df* = 1, *P ≤ *3.78e^−7^ for all except the bursa and spermathecae; average per tissue 24 h postmating 62 ± 13 upregulated and 22 ± 5 downregulated, χ^2^ ≤ 7.4, *df* = 1, *P ≤ *0.006 for all except the parovaria).

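With all libraries and no covariate, more genes were called at 6 h than at 24 h in all 6 tissues. In the bursa the χ² of this difference was 65.92 (df = 1, p = 4.69e-16), in the spermathecae 10.7 (p = 0.00107), in the parovaria 2.667 (p = 0.102), in the oviduct and seminal receptacle 2 (p = 0.157) and in the fat body 1 (p = 0.317). With the sequencing run as a covariate χ² was 4.571 (p = 0.0325) in the parovaria, 14.22 (p = 0.000162) in the fat body and 3 (p = 0.0833) in the seminal receptacle, and the oviduct had 0 genes at both times, with an unadjusted p under 0.05 for 1520 at 6 h and 666 at 24 h. In one fit of all samples this χ² test passed 0.05 in all 6 tissues (p at most 0.0455, in the parovaria). It did so under the Benjamini-Hochberg adjustment too (p at most 0.0143, in the seminal receptacle). With all genes of the table and with median-ratio scaling the oviduct, seminal receptacle and fat body stayed above 0.05. With run 2 alone, 4 of the 6 tissues had more genes at 6 h. The mean per tissue was 17.3 ± 13 (SE) upregulated and 3.33 ± 2.11 downregulated genes at 6 h and 2.50 ± 1.63 and 0.167 ± 0.167 at 24 h. Upregulated genes outnumbered downregulated ones in the bursa at 6 h (χ² = 56.35, p = 6.07e-14) and 24 h (χ² = 10, p = 0.00157) and in the parovaria at 6 h (χ² = 5, p = 0.0253). In the spermathecae χ² was 0.182 (p = 0.670) at 6 h and 1.8 (p = 0.180) at 24 h. With a Benjamini-Hochberg adjustment the means at 6 h were 118.2 and 69.7. With the likelihood ratio test, the run and that adjustment, a setting chosen after seeing the values, the bursa had 1184 upregulated and 1149 downregulated genes at 6 h (χ² = 0.525, p = 0.469), while DESeq2 and the likelihood ratio test with the run, chosen likewise, gave 467 and 201 (χ² = 105.9, p = 7.67e-25) and 530 and 292 (χ² = 68.91, p = 1.03e-16). In the fat body, 4 of 35 splits of its unmated and 6 h libraries gave at least as many genes as the true split, which is one of the 4, among them that by sequencing run with 2. In the parovaria 2 of 35, the true one included, did at each time point.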

**Figure 5:**
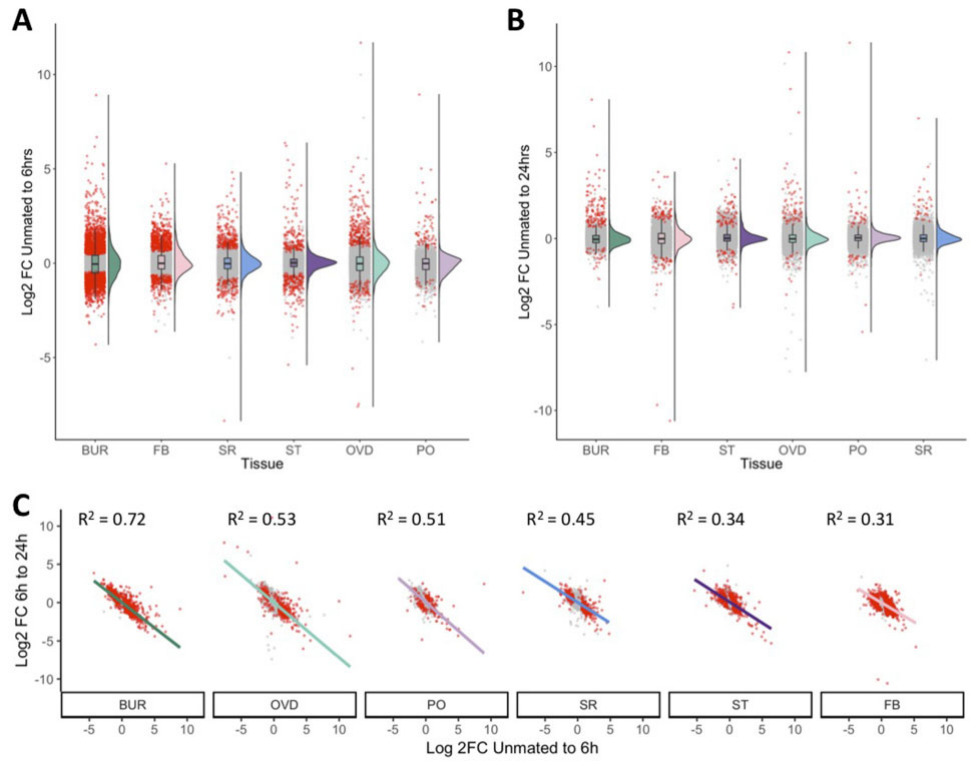
Postmating expression response across the FRT. (A) Dot-plot and density plot of log2FC in gene expression between unmated and 6 h postmating expression for each tissue. Tissues had significantly different numbers of differentially expressed genes and are ordered according to number of differentially expressed genes (red). All tissues [oviduct (OVD), seminal receptacle (SR), parovaria (PO), and fat body (FB)] except the bursa (BUR) and spermathecae (ST) had more genes upregulated than downregulated. (B) Dot-plot and density plot of log2FC in gene expression between unmated and 24 h postmating expression for each tissue. Tissues had significantly different numbers of differentially expressed genes and are ordered according to number of differentially expressed genes (red). All tissues, except the parovaria had more genes upregulated than downregulated. (C) Linear regression analysis of each tissue revealed a significant correlation between log2FC in expression from unmated-to-6 h postmating and 6 h -to-24 h postmating. Differentially expressed points at either 6 or 24 h postmating compared to unmated are indicated in red. Tissues are ordered by strength of correlation.

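The change from unmated to 6 h and the change from 6 h to 24 h had a Pearson r across expressed genes of -0.846 in the bursa, -0.804 in the oviduct, -0.695 in the parovaria, -0.652 in the seminal receptacle, -0.607 in the spermathecae and -0.535 in the fat body. The mean R² was 0.487 ± 0.0672 (SE, 6 tissues). Genes are not independent replicates, and no p is given. Both changes contain the same 6 h mean, with opposite signs. In 20 simulations per tissue without any change, this alone gave a mean r between -0.426 in the seminal receptacle and -0.604 in the oviduct. With the 6 h libraries split so that the changes shared no library, r was -0.571 in the bursa, -0.619 in the oviduct, -0.284 in the parovaria, -0.197 in the seminal receptacle, -0.285 in the spermathecae and -0.152 in the fat body.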

To investigate relationships in gene expression changes across the full experimental time-course, we examined the correlation in gene expression changes between unmated-to-6 h and 6–24 h within each tissue and found significant inverse correlations in all tissues (Figure 5C; average *R*^2^ = 0.48 ± 0.06; *P *<* *0.0001 for all). These relationships indicated that FRT tissues generally had a transient response to mating, in which the majority of gene expression changes at 6 h postmating (both up- and down-regulated) and returned to unmated-like levels by 24 h postmating. However, there was substantial variation across tissues. For example, the bursa showed the strongest inverse relationship in gene expression change between timepoints (*R*^2^ = 0.72), whereas the spermathecae (*R*^2^ = 0.34) and FRT-associated fat body (*R*^2^ = 0.31) exhibited weaker relationships. 

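Within run 2 alone, r was -0.849 in the bursa, -0.653 in the oviduct, -0.463 in the parovaria, -0.704 in the seminal receptacle, -0.574 in the spermathecae and -0.593 in the fat body. With the 6 h libraries of run 2 also split, a setting chosen after seeing the data, it was -0.669, -0.454, -0.248, -0.415, -0.404 and -0.342 in that order. From the inverse relation the paper reasons that most changes present at 6 h had returned to unmated levels by 24 h.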

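Leaving out 1 library at a time kept r between -0.792 and -0.884 in the bursa, -0.521 and -0.737 in the seminal receptacle, -0.473 and -0.656 in the spermathecae and -0.599 and -0.762 in the parovaria. In the fat body it ran from -0.356, without 1 unmated library of run 2, to -0.709, where simulations without change gave a mean of -0.475. In the oviduct r was -0.635 without the first 24 h library, from run 1, and reached -0.833 in the other cases.

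**Figure D1:**
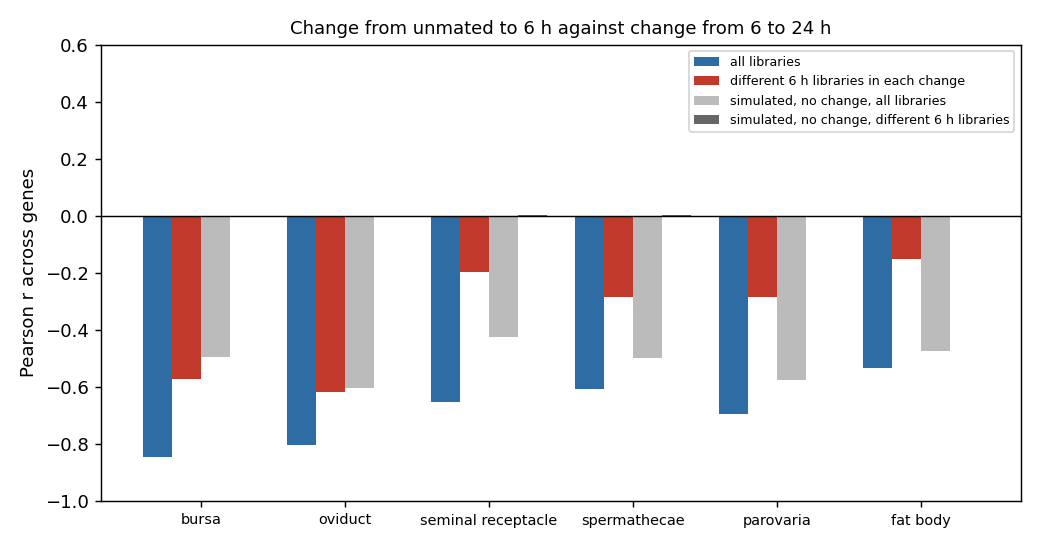
Pearson r across expressed genes between the unmated-to-6 h and 6 h-to-24 h changes in log2(CPM + 0.5), by tissue. Bars give all libraries, the 6 h libraries split so that none was shared, and the mean of 20 simulations without change for each. In the bursa r was -0.846 with all libraries and -0.571 with the 6 h libraries split.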

A complementary fuzzy clustering analysis, which identifies genes exhibiting common patterns of expression, produced similar results in all tissues (Supplementary Figure S4). Based on this common pattern of postmating response, we classified differentially expressed genes as either transient (*i.e.*, those that return to an unmated-like state by 24 h postmating) or persistent (*i.e.*, those that remain different from unmated at 24 h postmating). 

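Transient genes, called at 6 h and not at 24 h, were 86 of 96 differentially expressed genes in the bursa (89.6%, 95% Clopper-Pearson interval 81.7 to 94.9), 19 of 24 in the spermathecae (79.2%, 57.8 to 92.9) and 5 of 6 in the parovaria (83.3%, 35.9 to 99.6). In the oviduct and seminal receptacle they were 2 of 2 (15.8 to 100) and in the fat body 1 of 1 (2.5 to 100). The mean was 92.0% ± 3.82 (SE, 6 tissues). The share did not differ detectably among tissues at these numbers (χ² = 2.759, df = 5, p = 0.737). The joint fit of all samples gave a mean of 79.9% ± 4.29 and a χ² of 42.79 (p = 4.08e-08). With run 2 alone the mean was 78.3% ± 10.1 and χ² was 9.286 (p = 0.0982).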

We found a greater proportion of transient genes in all tissues (79.0% ± 5.9% of all differentially expressed genes), although the proportion of transient genes varied significantly among tissues (χ^2^ = 317.2, *df* = 5, *P *=* *1.96e^−66^; maximum = 93.6% in the bursa, minimum = 55.0% in the parovaria).

We observed substantial functional coherence among transiently expressed genes (Supplementary Table S4). In particular, all epithelial tissues were enriched for the transient upregulation of genes related to translational activity (*nucleolus*, *P ≤* 4.06e^−10^ for all; *rRNA processing*, *P *≤ 0.001 for all epithelial tissues) and the bursa was also enriched for transcriptional activity (*DNA-directed RNA polymerase activity*, *P *=* *3.58e^−5^). 

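Of 51 ribosome biogenesis genes, 13 were transiently upregulated in the bursa against 0.486 expected (Fisher's exact test, one-sided, adjusted p = 1.6e-13 over 247 tests), and 0 in the oviduct and the seminal receptacle, where only 2 genes each were transient. Under the Benjamini-Hochberg adjustment 36 were, and with run 2 alone 0. Adjusted over the list alone, 41 rose at 6 h in the bursa, 18 in the oviduct and 20 in the seminal receptacle, and unadjusted p was under 0.05 for 49, 34 and 42 with a rise. The median log2FC at 6 h was 1.42 in the bursa (49 of 51 positive), 0.80 in the oviduct (49 positive), 0.88 in the seminal receptacle (48 positive), 0.04 in the spermathecae, 0.10 in the parovaria and 0.29 in the fat body. With run 2 alone it was 1.21 in the bursa, 0.92 in the oviduct and 0.79 in the seminal receptacle. At 24 h the median in the bursa was -0.02.
Of 29 RNA polymerase subunit genes, 1 was transiently upregulated in the bursa (Fisher's exact test, p = 0.243, adjusted p = 1), 18 rose adjusted over the list alone and 26 had a positive log2FC, with a median of 0.94. The medians were 0.78 in the oviduct and 0.53 in the seminal receptacle.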

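At 6 h the 15 antimicrobial peptide genes tested in the oviduct all had a positive log2FC, with a median of 2.67, of which 0 were called over all genes tested, 12 were called adjusted over the list alone and 14 had an unadjusted p under 0.05. In the seminal receptacle the median was 1.74, with 15 of 16 positive and 0, 4 and 8 by the same counts. In the parovaria it was 1.65, with 14 of 14 positive and 0, 6 and 10. The corresponding values were 3.15 in the bursa with 5, 9 and 11, 1.04 in the spermathecae with 1, 5 and 6, and 1.17 in the fat body with 0, 2 and 11. None was transiently upregulated in the oviduct, seminal receptacle or parovaria (0 in each, adjusted p = 1, Fisher's exact test). With run 2 alone, 2 were in the oviduct (adjusted p = 0.0131).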

A subset of tissues exhibited transient upregulation of immune response genes (*defense to Gram-positive bacteria*, *P *≤ 0.003 in the seminal receptacle and parovaria; *innate immune response*, *P *≤ 0.01 in the oviduct and parovaria). The parovaria was also enriched for transient upregulation of digestive enzymes (*proteolysis*, *P *=* *0.02). 

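Of 22 serine endopeptidase genes tested in the parovaria, 1 was transiently upregulated (Fisher's exact test, p = 0.015, adjusted p = 0.215). At 6 h 18 had a positive log2FC with a median of 0.60, 5 rose adjusted over the list alone and 13 at an unadjusted p under 0.05. The called gene was Send2, whose level in the parovaria at 6 h was 2.76% of that in the spermathecae. In the spermathecae 12 of the list rose with a median of 0.03, in the oviduct 16 with a median of 0.68 and in the bursa 13 with a median of 0.60.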

The majority of tissues exhibited a transient upregulation of secretion signal annotation genes (*P ≤* 6.55e^−4^ for all except bursa and FRT-associated fat body), suggesting postmating changes in tissue contributions to the extracellular reproductive environment. In contrast, there were minimal GO enrichments for transient downregulated genes, although several did also exhibit an enrichment of secretion signal annotation (*P *≤ 0.035 in the seminal receptacle, spermathecae and FRT-associated fat body; Supplementary Table S4). A minority of genes had persistent gene expression changes (21.0% ± 5.9% of all differentially expressed genes) and these exhibited less functional coherence than transient genes. 

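Persistent genes, called in the same direction at both time points or at 24 h alone, were 10 of 96 in the bursa (all upregulated), 5 of 24 in the spermathecae (4 upregulated, 1 downregulated) and 1 of 6 in the parovaria (upregulated). The largest was GstD5 (FBgn0010041, BDGP6.54 chromosome 3R, 12375733 to 12376572) in the bursa, with a log2FC of 6.56 at 24 h (Bonferroni-adjusted p = 0.000976 from edgeR).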

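At 24 h the antimicrobial peptide genes had a median log2FC of 1.81 in the bursa (12 of 14 positive), 2.75 in the oviduct (14 of 15), 0.78 in the seminal receptacle (15 of 16), 0.23 in the spermathecae (8 of 13), 0.39 in the parovaria (11 of 14) and 0.54 in the fat body (14 of 15). Over all genes tested, 2 were called in the bursa and 2 in the spermathecae, and 0 in the others. Adjusted over the list alone, 8 were called in the bursa, 8 in the oviduct, 2 in the seminal receptacle, 2 in the spermathecae, 2 in the parovaria and 0 in the fat body. In the bursa 2 of 14 were persistent against 0.0175 expected (Fisher's exact test, adjusted p = 0.0063), Listericin at a log2FC of 3.80 (Bonferroni-adjusted p = 0.000179 from edgeR) and AttA at 4.03 (Bonferroni-adjusted p = 0.00599, 0.0635 at most with a library left out). The median in the spermathecae changed sign with the sequencing run in the model, to -0.05.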

One notable exception was the persistent upregulation of immune response genes in all epithelial tissues (*defense response to Gram-positive bacterium*, *P *≤ 0.02 in the bursa, oviduct and seminal receptacle; *innate immune response P ≤* 8.8e^−6^ in the bursa and oviduct).

We predicted that the roles of FRT tissues in distinct postmating reproductive processes (*e.g.*, sperm storage, sperm ejection, ovulation, and mediating sperm competition) might be reflected in disparate postmating expression profiles. To test this prediction, we compared postmating gene expression changes in all pairwise combinations between FRT tissues and found significant correlations in all comparisons for both time-intervals (*P < *0.0001 for all; average *R*^2^ unmated-to-6 h = 0.35 ± 0.06; average *R*^2^ 6–24 h = 0.31 ± 0.04; Figure 6) although there was less similarity to the FRT-associated fat body (see supplemental results; Supplementary Figure S5). In addition, the majority of genes with significant postmating expression changes were differentially expressed in at least two tissues between unmated-to-6 h postmating (70.6% ± 11.6% upregulated and 51.4% ±11.5% downregulated) and 6–24 h postmating (51.7% ±9.1% upregulated and 63.6% ±10.4% downregulated). 

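Across genes expressed in both tissues, the changes of 2 FRT tissues correlated with a mean R² of 0.315 from unmated to 6 h (10 pairs, 0.095 to 0.550) and of 0.250 from 6 h to 24 h (0.109 to 0.455). The SE over pairs was 0.0478 and 0.0399, and the jackknife SE over tissues, which share pairs, 0.112 and 0.123. All 10 r were positive in each interval. Genes are not independent replicates, and no p is given. With the fat body the mean over 5 pairs was 0.0524 and 0.0316, with 5 and 3 positive r. Testing all genes of the file moved the means the most, to 0.251 and 0.194, and run 2 alone gave 0.377 and 0.276.
With the change of each tissue taken within 1 run, r from unmated to 6 h averaged 0.53 when both tissues came from the same run (12 comparisons) and 0.240 when they came from different runs (12 comparisons among 4 tissues, 11 positive). The changes of the run 1 spermathecae had an r between -0.027 and 0.041 with those of the 4 other tissues in run 2. The same tissue in different runs had a mean r of 0.412 (4 comparisons). From 6 h to 24 h these means were 0.354, 0.281 and 0.460.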

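Of 96 genes upregulated at 6 h in an FRT tissue or the fat body, 7 were called in at least 2 tissues. As a mean over tissues, 30.8% ± 13.8 (SE) of the upregulated genes of a tissue were called in another. For the 20 downregulated genes, all in the bursa and spermathecae, it was 0%. From 6 h to 24 h it was 32.1% ± 23.6 for 56 downregulated genes and 0% for 12 upregulated genes. The tests behind these zeros had unadjusted p under 0.05 for 2203 genes in the bursa and 1000 in the spermathecae from 6 h to 24 h. In the joint fit the shares at 6 h were 53.2% of upregulated and 44.4% of downregulated genes, and from 6 h to 24 h 63.6% and 53.5%. Under the Benjamini-Hochberg adjustment they were 61.9% and 25.0% at 6 h and 16.9% and 47.5% from 6 h to 24 h. With the sequencing run as a covariate they were 51.2% and 0% at 6 h and 0% and 56% from 6 h to 24 h.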

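AttA (FBgn0012042, BDGP6.54 chromosome 2R, 14747362 to 14748215) rose in the bursa from 4.07 ± 1.57 normalized CPM (SD, n = 4) to 217 ± 54.8 (n = 4) at 6 h, a log2FC of 5.74 (SE 0.466, Bonferroni-adjusted p = 0.000291 from edgeR's quasi-likelihood test). Elsewhere its log2FC was 3.79 in the oviduct, 2.45 in the seminal receptacle, 2.18 in the parovaria, 1.60 in the spermathecae and 0.78 in the fat body (Benjamini-Hochberg adjusted p = 0.218 there), where unmated and 6 h libraries overlapped. CecA1 (FBgn0000276, 3R, 30210874 to 30211273) rose in the bursa from 1.21 ± 0.326 CPM, with 1 library at 1.69 and the others between 0.992 and 1.09, to 57.1, a log2FC of 5.56 (SE 0.586, Bonferroni-adjusted p = 0.00502, 0.0549 at most with a library left out). In the other tissues its log2FC lay between 2.04 in the spermathecae and 5.38 in the oviduct. Def (FBgn0010385, 2R, 10054178 to 10054576, overlapping magu on the other strand) was not called in any tissue at 6 h, with a log2FC from 1.17 in the fat body to 3.38 in the seminal receptacle and its smallest Bonferroni p, 0.0159, in the spermathecae. Listericin (FBgn0033593, 2R, 11241745 to 11242194) was called in the spermathecae (log2FC 4.51, SE 0.320, Bonferroni-adjusted p = 4e-05) and the bursa (log2FC 4.30, SE 0.303, adjusted p = 5.8e-05), and its log2FC was 2.29 or more in each tissue.
Send2 (FBgn0264253, 2L, 14345915 to 14346688) rose in the spermathecae from 1260 CPM to 36400 at 6 h (log2FC 4.85, SE 0.321, Bonferroni-adjusted p = 1.76e-05) and in the parovaria from 31.7 to 978 (log2FC 4.95, SE 0.337, adjusted p = 6.2e-05). CG17234 (FBgn0042187, 2L, 2253045 to 2253852) rose in the spermathecae from 1760 to 18800 (log2FC 3.42, SE 0.388, Bonferroni-adjusted p = 0.00818, 0.0527 at most with a library left out). Across the other 5 tissues the log2FC of Send2 was 3.83 to 5.27 and that of CG17234 3.08 to 4.13. In percent of the level in the spermathecae at 6 h, Send2 and CG17234 stood at 0.987 and 0.938 in the bursa, 2.73 and 3.64 in the oviduct, 3.28 and 3.87 in the seminal receptacle, 2.76 and 3.31 in the parovaria and 0.308 and 0.224 in the fat body. The median of 26 other transcripts abundant in and specific to the spermathecae was 1.39, 3.36, 4.28, 3.40 and 0.492% in these tissues. In 1 of the 4 bursa libraries at 6 h CG17234 was at 673.3 CPM and in the others at 76.9 to 177.2.
Apart from AttA and Def in the fat body, each of the 6 genes was higher in every 6 h library than in every unmated library of the tissue. The Bonferroni adjustment called 7 of the 36 combinations of gene and tissue upregulated and 0 genes in all 6 tissues. One fit of all samples, the sequencing run as a covariate and a Benjamini-Hochberg adjustment each called 16, the largest number among the alternatives set beforehand, and 0 genes in all 6 tissues.

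**Figure D2:**
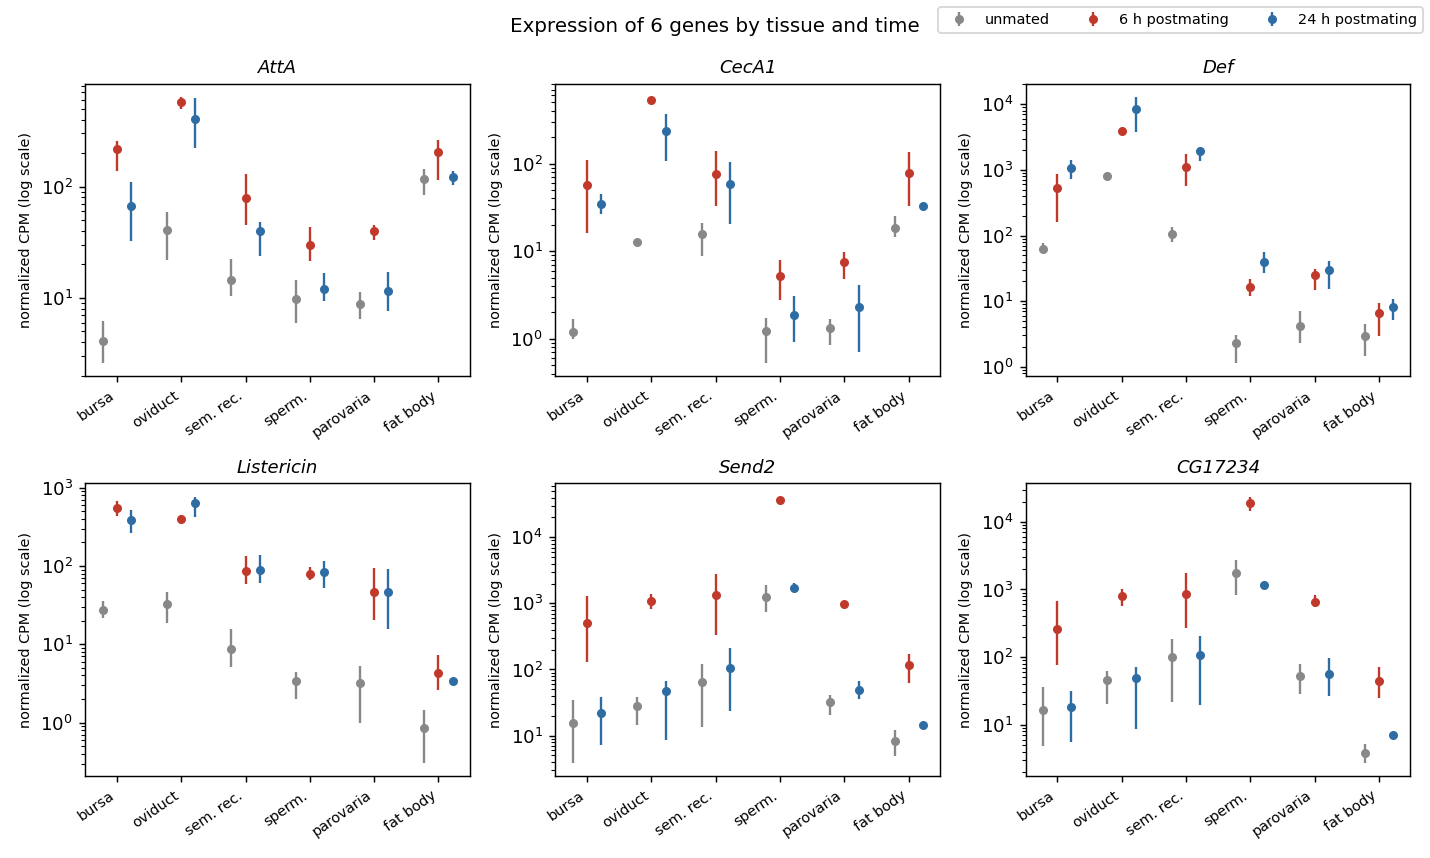
Normalized CPM (log scale) of AttA, CecA1, Def, Listericin, Send2 and CG17234 in unmated females and at 6 h and 24 h postmating, by tissue. Points give the mean of the libraries and lines run from the lowest to the highest library. Send2 in the spermathecae went from 1260 to 36400 CPM at 6 h.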

Notably, there were 16 genes significantly upregulated at 6 h postmating in all tissues, including four antimicrobial genes (*Atta*, *CecA1*, *Def*, and *Listericin*) and two serine endopeptidases (*Send2* and *CG17234*). Thus, despite the heterogeneity of transcriptome profiles across the FRT tissues, postmating responses were highly consistent and indicative of an integrated functional system.

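In an interaction test of tissue and the unmated-to-6 h change over 5388 genes, 97 differed between the 6 tissues (edgeR, Bonferroni-adjusted p ≤ 0.01). Under a Benjamini-Hochberg adjustment 378 did. The test includes the fat body, so these numbers do not show how many genes differed among the 5 FRT tissues alone. For AttA the smallest change was in the fat body and the largest in the bursa. Without TMM scaling, a setting chosen after seeing the values, 22 did. AttA was among the 97 (Bonferroni-adjusted p = 1.13e-06, and 2.69e-06 without TMM scaling). CecA1 was not (Bonferroni-adjusted p = 0.0572), although it passed without TMM scaling (0.000247). Def, Listericin, Send2 and CG17234 were not among the 97 either (Bonferroni-adjusted p = 1 for each). The Benjamini-Hochberg adjusted p was 0.000384 for CecA1, 0.136 for Def, 0.276 for Listericin, 0.923 for Send2 and 0.982 for CG17234. With the sequencing run in the model it was 6.45e-07, 0.00124, 0.00344, 0.371 and 0.879 in the same order. From the correlations between tissues and the genes called in several of them, the paper describes the postmating responses as indicative of an integrated functional system.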

**Figure 6:**
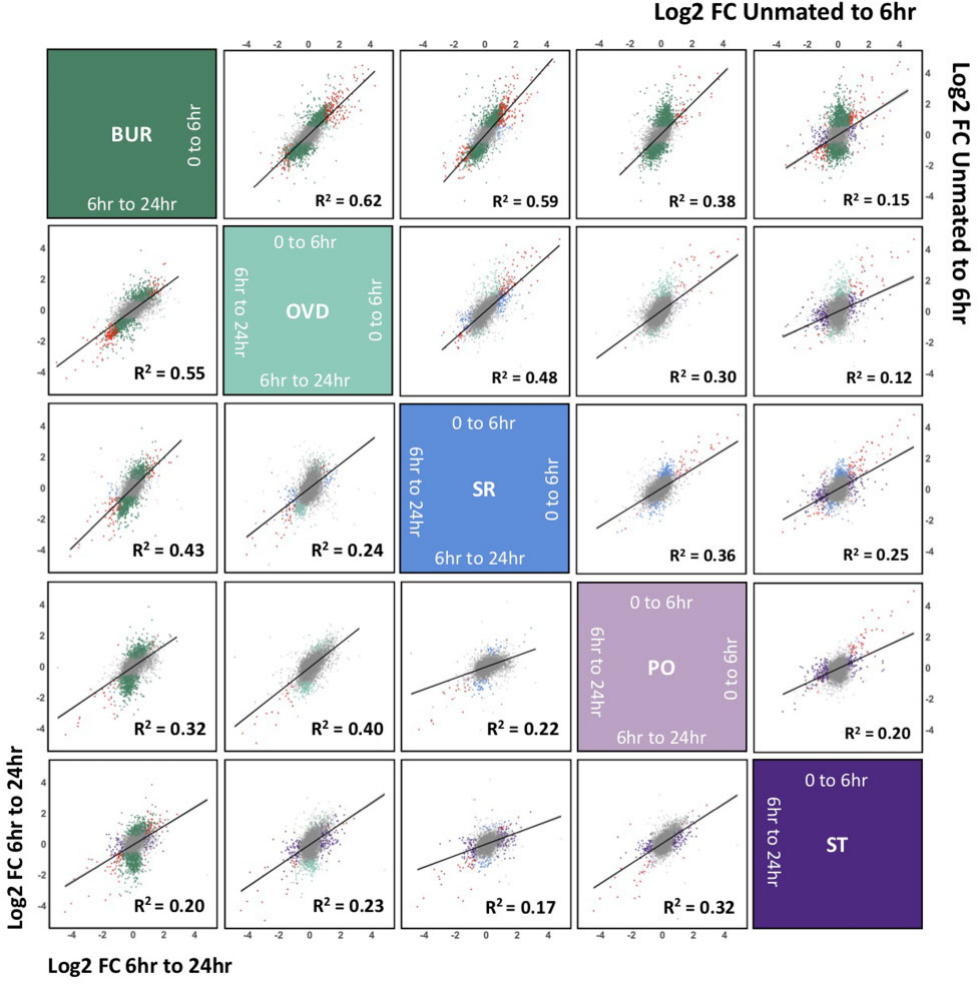
Correlated postmating expression changes across the FRT. Linear regression of log2FC in gene expression from unmated-to-6 h postmating between all tissues (top right of diagonal) and from 6 h -to-24 h postmating (bottom left of diagonal). Correlations were significant between all tissues at both time intervals. Genes significantly differentially expressed in both tissues are indicated red. Plots depicts genes within a range of four log2FC.

## Discussion

The FRT, especially of species with internal fertilization, is a complex system of tissues that support fertility. Previous investigations, focused on a limited number of individual FRT tissues or genes, have identified regionally distinct expression patterns that may contribute to tissue-specific functions (Heifetz and Wolfner 2004; Allen and Spradling 2007; Kapelnikov *et al.* 2008a; Prokupek *et al.* 2008, 2009, 2010; Heifetz *et al.* 2014). In contrast developmental, morphological, and functional similarities among tissues, and particularly between the spermathecae and parovaria, support potentially concerted or redundant roles (Anderson 1945; Sun and Spradling 2012, 2013). Here, we advance our understanding of integrated functionality across the FRT through the systematic characterization of gene expression in individual tissues before and after mating.

Histological and ultrastructural evidence has shown that most FRT tissues have the secretory capacity necessary to contribute to the extracellular environment (Nonidez 1920; Kapelnikov *et al.* 2008a; Heifetz and Rivlin 2010; Sun and Spradling 2012). These secreted products likely contribute to the cascade of events leading to fertilization and oviposition, including interactions with sperm and SFPs. The formation of an FRT environment that can rapidly respond to mating (*i.e.*, a “poised” state) has been hypothesized to occur prior to mating during posteclosion maturation (Mack *et al.* 2006; Carmel *et al.* 2016). However, the contributions of specific tissues that form this environment have remained elusive. Using complementary approaches, we identified both an enrichment of genes encoding secreted proteins that may represent a core FRT secretome (i.e., expressed at high levels in all tissues), as well as tissue-specific genes encoding secreted proteins that may establish specialized FRT microenvironments.

Tissue-specific secreted gene products may result in microenvironments within the FRT or they may diffuse throughout the extracellular environment. For example, and consistent with previous studies (Allen and Spradling 2007; Prokupek *et al.* 2008), we found the majority of FRT-expressed serine endopeptidases had spermathecae-specific expression. It is possible these proteases have specific functions related to sperm storage in the spermathecae. 

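Of 57 serine endopeptidase genes on the list, 27 were expressed in at least 1 unmated FRT tissue and 17 in all 5. Those specific to the spermathecae were 10 of the 27, and 1 was specific to the bursa. The list summed to 148000 ± 6660 CPM (SD, n = 4) in unmated spermathecae.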

Alternatively, they may be transported or diffuse to other tissues, such as the bursa, where they can participate in the degradation of the ejaculate as proposed in other *Drosophila* species (Kelleher and Pennington 2009), butterflies (Meslin *et al.* 2015), and mice (Li *et al.* 2017). Both hypotheses are supported by the analysis of FRT mutants without spermathecal secretory capabilities which demonstrate both local (*e.g.*, sperm movement into the spermathecae) and distant (*e.g.*, sperm survival in the seminal receptacle and regulation of ovulation and oviposition) effects of spermathecal secretions (Anderson 1945; Allen and Spradling 2007; Schnakenberg *et al.* 2011; Sun and Spradling 2012, 2013). The function of spermathecal secretory products in other tissues is further supported by a comparative analysis of 113 *Drosophila* species which showed that spermathecal secretory cells were consistently conserved, even if the evolutionary loss of sperm storage in the spermathecae resulted in a size reduction of the spermathecal capsule (Pitnick *et al.* 1999). Although dispersion mechanisms within the FRT are not well studied, it is possible that, similar to exosomes produced by male accessory glands (Corrigan *et al.* 2014), FRT tissues may also produce secretory vesicles for the targeted transport of molecular cargo.

Notably, tissue-specific genes with secretion signal annotations were the most rapidly evolving FRT-expressed genes. Tissue-specific expression profiles provide a more nuanced understanding of previously identified rapidly evolving FRT genes (Swanson *et al.* 2004; Panhuis and Swanson 2006; Prokupek *et al.* 2008, 2010). In addition, our observation of evolutionary rate heterogeneity across FRT tissues is similar to patterns previously observed across tissues of the male reproductive system (Dean *et al.* 2009). We postulate that the rapid evolution of genes with FRT specific expression is likely due to their accessibility within the reproductive environment and involvement in co-evolving interactions with sperm, SFPs, or microbes (Swanson and Vacquier 2002; Clark *et al.* 2006).

In response to male reproductive stimuli, the FRT rapidly transitions from an unmated to a mated state and commences a diverse repertoire of morphological and physiological transitions (Carmel *et al.* 2016). Consistent with previous analyses of the FRT as a single structure (Mack *et al.* 2006), we observed a transient peak of transcriptional changes approximately 6 h after mating that are greatly reduced by 24 h postmating. This pattern of transient response was especially prominent in the bursa, which also showed the greatest breadth of transcriptional response to mating, consistent with its’ diverse role in a variety of postmating functions from receipt of the ejaculate through to oviposition. Functional enrichments amongst transient upregulated genes were generally consistent with established postmating changes in the FRT. For example, a notable change in the bursa and oviduct was the upregulation of nervous system genes. This may be related to increased innervation following mating, including ovulin-dependent expansion of octopamine neurons (Rubinstein and Wolfner 2013), as well as regionally and temporally specific synaptic vesicle release (Heifetz and Wolfner 2004). 

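A list of 29 neuronal genes stood in for the paper's annotation terms, so its genes need not be those behind the paper's statement. In the bursa at 6 h, 1 of 11 neuronal genes tested had a positive log2FC. The median was -0.94 (-0.79 with run 2 alone), 1 was called downregulated over all genes tested, and 6 fell adjusted over the list alone. In the oviduct 1 of 9 was positive with a median of -0.35 (-0.68 with run 2 alone), 0 were called, and unadjusted p was under 0.05 for 0 rises and 2 falls. At 24 h, 8 of 9 in the oviduct were positive with a median of 0.31, which was -0.17 with run 2 alone.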

The importance of nervous system activity in the FRT is demonstrated by the functions of epithelial tissue associated neurons in female receptivity, egg laying, and remating behaviors as well as sperm storage and sperm competition outcomes (Häsemeyer *et al.* 2009; Chow *et al.* 2013).

We also observed an increase in immune gene expression across FRT tissues, consistent with previous observations that stimulation of the immune system is a predominant characteristic of female postmating responses (Lawniczak and Begun 2004; McGraw *et al.* 2004; Peng *et al.* 2005b; Kapelnikov *et al.* 2008b). However, the extent of increases in immune gene expression varied across tissues, and persistent upregulation of immune response was only observed in the epithelial tissues. The specificity of postmating immune response is also intertwined with variable levels of immune gene expression across tissues suggesting regional specificity of immune potentiation across the FRT, as previously observed in the oviduct (Kapelnikov *et al.* 2008b). We postulate that the heterogenous immunity landscape may be, in part, due to the distinct functional requirements of tissues, such as those involved in prolonged interactions with male-derived substances (*i.e.*, those involved in sperm storage) (Orr and Brennan 2015). Reproductive immunity is often assumed to protect against sexually transmitted pathogens or be an immunogenic response to the sperm-cells of males (Arnqvist and Rowe 2005; Wigby *et al.* 2019). In addition to these functions, there is increasing evidence that the postmating immune response may govern mechanisms related to postmating sexual selection (Birkhead *et al.* 1993; Morrow and Innocenti 2012; Wigby *et al.* 2019).

The coordinated postmating response across the FRT is consistent with highly integrated functions across tissues mediating the physiological changes required to support fertility. This coordination may arise due to a combination of nonmutually exclusive male and female mechanisms. First, the initial stimuli are likely to derive from ejaculate components (*i.e.*, SFPs and sperm proteins), which are known to mediate a wide array of female postmating responses (Wolfner 2002). A well-studied example of this is the SFP sex-peptide (SP), which is distributed across the FRT both freely and attached to sperm (Peng *et al.* 2005a), and induces postmating changes through interactions with its female-expressed receptor, sex peptide receptor (SPR) (Yapici *et al.* 2008). Notably, we found that SPR, as well as female genes in the SP network, were expressed in all FRT tissues (Yapici *et al.* 2008; Findlay *et al.* 2014). In addition to SFPs, other ejaculate cargo such as contents of extracellular vesicles (Corrigan *et al.* 2014) could initiate coordinated responses. 

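SPR (FBgn0029768, BDGP6.54 chromosome X, 5446656 to 5494012, overlapping frma on the other strand) was at 1450 ± 325 CPM (SD, n = 3) in the unmated oviduct, 846 ± 131 (n = 4) in the bursa, 648 ± 71.6 (n = 4) in the spermathecae, 52.1 ± 6.1 (n = 3) in the seminal receptacle and 30.9 ± 2.97 (n = 4) in the parovaria. It was at 5.93 ± 2.67 CPM (n = 4) in the fat body, where 1 library held 3.84 CPM on the scale of that tissue and the others between 1.68 and 1.98, and 0.365 in the whole female. Esp was highest in the oviduct at 682 ± 135 CPM and lowest among FRT tissues in the parovaria at 23.8 ± 3.86. Levels of hdly lay between 32.8 ± 6.22 CPM in the bursa and 145 ± 45.1 in the spermathecae, and those of frma between 17.4 ± 11.6 in the bursa and 54.8 ± 7.27 in the spermathecae, with 364 ± 47.5 in the fat body. At 6 h the log2FC of SPR was -1.03 in the bursa (Bonferroni-adjusted p = 1, Benjamini-Hochberg adjusted p = 0.0223 from edgeR). Of 6 symbols written for the list, 4 matched the annotation.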

Second, there are likely to be female-mediated mechanisms that govern the rapid response and coordination within and between FRT tissues. This may include microRNAs (miRNAs) which have mating responsive expression profiles and influence postmating changes in female receptivity, egg-laying, and gene expression (Fricke *et al.* 2014; Zhou *et al.* 2014; Carmel *et al.* 2016). Mating has also been shown to induce regionally specific neuromodulator release across the FRT, which could initiate signaling cascades across tissues and influence ovulation, sperm storage and oviposition (Rubinstein and Wolfner 2013; Heifetz *et al.* 2014; Rezával *et al.* 2014). Thus, signaling molecules from both the male and female may regulate co-ordinated system-wide responses to mating.

It is noteworthy that persistent expression changes tended to be more distinct among tissues relative to transient postmating responses. These differences may reflect regionally specific changes necessary to support sustained and spatially restricted functions. 

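At 24 h, 1 of 14 upregulated genes was called in more than 1 tissue, and the mean share per tissue was 11.7% ± 7.26 (SE). In the joint fit of all samples this share was 70.6%.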

The spermathecae, in particular, has consistently been an outlier in patterns of postmating changes relative to other FRT tissues (Prokupek *et al.* 2009), and our results suggest that this pattern is largely due to the greater extent of persistent gene expression changes in this tissue. This interpretation is consistent with the unique functions of the spermathecae relating to sperm survival in storage (Anderson 1945; Allen and Spradling 2007; Schnakenberg *et al.* 2011). Thus, tissues and gene products involved in prolonged interactions with ejaculate components, and in particular proteins in or bound to sperm, appear to be more likely to experience persistent expression changes.

This comprehensive study of gene expression across FRT tissues emphasizes the importance of molecular investigations that isolate component parts of complex biological systems. Establishing the molecular relationships among tissues has provided new insights into the formation of the extracellular FRT environment, including rapidly evolving products that may be involved in ejaculate interactions, and the coordination of FRT responses to mating. However, a more complete characterization of the FRT environment will depend on the generation of high resolution quantitative proteomic data over a fine-scale postmating time course as well as analyses of metabolites, ionic concentrations, and additional biochemical characteristics. Moreover, comparative analyses within a phylogenetic framework are needed to understand the selection pressures influencing FRT evolution. This study provides the foundation for future investigation across evolutionary informative taxa using complementary “omic” approaches and targeted genetic manipulations to precisely establish FRT functionality.

How the deposited data were processed for this re-analysis (not part of the article)

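Gene expression was measured by RNA sequencing in the bursa, oviduct, seminal receptacle, spermathecae, parovaria and fat body of Drosophila melanogaster females that were unmated or 6 h or 24 h postmating, and in unmated whole females without the lower FRT. Each tissue sample pooled tissue from about 300 females. The authors removed adapters and low-quality reads, mapped reads to the FlyBase r6.21 genome with hisat2 and counted them per gene with StringTie. The deposited table held 17752 genes in 64 libraries. Its name says CPM, yet its values were whole numbers that summed to a different total in each library, so they were taken as raw counts. The scaling with TMM that the paper's methods describe was therefore not part of the values and was applied here. A quasi-likelihood test had been set as the test to use if the table held counts, and it replaced limma on log2(CPM + 0.5), which was the test set for CPM.
Gene identifiers were matched to symbols and coordinates in the BDGP6.54 annotation, and 17624 of them (99.28%) were found. Each column was assigned to its tissue, time point and sequencing run from its name. In 6 groups the replicate numbers in the names did not match those in the sample descriptions, so 14 columns were assigned to their group and not to a single sample. No group, count or test depended on that assignment, except that the fit with the replicate number as a block left out the seminal receptacle and that the check of pairing by replicate number used only the libraries with a number. No column repeated another. The 2 sequencing runs held 26 and 38 libraries. In runs 1 and 2 there were 6 and 6 libraries of the bursa, 2 and 6 of the oviduct, 4 and 6 of the seminal receptacle, 6 and 6 of the spermathecae, 5 and 6 of the parovaria, 3 and 6 of the fat body and 0 and 2 of the whole female.
Total counts had a mean of 24671260.8 per library. At these depths the spread between replicates, and not the counting error, set the precision for expressed genes. The biological coefficient of variation without the run in the model was 0.388 in the seminal receptacle, 0.340 in the spermathecae, 0.333 in the oviduct and 0.327 in the parovaria, and 0.298, 0.292, 0.298 and 0.290 with it. A single gene took 33.3% of the counts in unmated parovaria (CG42704) and 25% of those in the bursa at 6 h (mt:lrRNA).
Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. A gene was expressed if it exceeded 2 CPM in at least 2 libraries of a group. Postmating changes were tested in each tissue separately with edgeR's quasi-likelihood test (TMM factors, unpaired, no covariate) for 6 h against unmated, 24 h against unmated and 24 h against 6 h, over genes expressed in that tissue at any time point, with a Bonferroni-adjusted p ≤ 0.01. Tissue-biased genes were tested in the same way against the whole female, with an adjusted p ≤ 0.001 and a log2 fold change of at least 2, and had to be expressed in the unmated tissue. Each test was adjusted over the genes tested in it. A gene was persistent if it was called in the same direction at both time points or at 24 h alone, and transient otherwise. Counts were compared among tissues with χ² tests. Tissue specificity was τ on the means of TMM-normalized CPM, with a threshold of 0.9. Clustering, principal components, correlations of changes and correlations between replicates used log2(CPM + 0.5). Interaction tests fitted all tissues together over genes expressed in all of them. The tests were checked on simulated counts with 200 genes changed 4-fold in each tissue.
Functions were tested with short lists of genes in place of annotation terms, with Fisher's exact test (one-sided) and a Benjamini-Hochberg adjustment within each family. Before the data were examined, 20 lists were written: antimicrobial peptides, peptidoglycan recognition proteins, sarcomere, odorant binding proteins, serine endopeptidases, seminal fluid proteins, scavenger receptors, galactose-binding lectins, ribosome biogenesis, RNA polymerase subunits, neuronal, secretory pathway, female sex peptide network, eggshell, germline, male accessory gland, testis, gut, fat body and heat shock genes. Another 6 lists of abundant transcripts specific to each tissue were drawn from these libraries afterwards. The genes named in the text are those the paper names, those upregulated in all 6 tissues, the 2 largest rises and falls per tissue and time point among called genes whose groups did not overlap, the 3 most abundant specific transcripts of each tissue, and list members where a list is reported. CG17134, jhamt, CecA2, AttB, CG31681, l(2)efl, BomBc1, CG11426, CG3348 and CG34265 were followed as well, chosen after their values were seen.
Alternatives set beforehand were all genes of the table, one fit of all samples, the replicate number as a block, the sequencing run as a covariate, run 2 alone, a Benjamini-Hochberg adjustment, median-ratio scaling and leaving out each library in turn. For the other measures they were a pseudocount of 2, Spearman correlation, 6 h libraries split between the changes, genes scaled to unit variance, CPM without logarithm, τ on log2(CPM + 1) and τ without the whole female. Chosen after seeing the data were limma, DESeq2, edgeR's likelihood ratio test, that test or the quasi-likelihood test combined with the run and a Benjamini-Hochberg adjustment, a log2 fold change without a p-value, CPM without TMM scaling, run 2 with the 6 h libraries split, and between-tissue correlations without genes specific to the glandular tissues or of τ above 0.8. Splits of the libraries into other groups of the same sizes were counted exhaustively. Secretion signals, evolutionary rates, fuzzy clusters and comparisons with other atlases were not analysed here.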

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

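Of the tests in this part, those on the deviations of Send2 and on the 3 libraries that stood apart for CG17234, SPR and the TMM factor were set before their results were seen, and all others were chosen only after the result was seen. A library far from the others was looked for in 110 tests, of 11 measures in each of 10 groups of 4 libraries, and 4 tests found one, against 5.5 expected by chance. Some of the measures are related, so the tests are not independent.
In the bursa at 6 h, 1 library of run 2 held 673.3 normalized CPM of CG17234 and the other 3 between 76.9 and 177.2. In CPM without TMM scaling, the 26 other transcripts abundant in and specific to the spermathecae summed to 8950 in this library. In the others they summed to between 1840 and 4030. The 8950 was 3.59 times the median of the others, while CG17234 was 3.55 times and Send2 2.82 times. A candidate explanation is RNA of the spermathecae carried over into this library, which was the highest of the 4 in those transcripts too, a place that 1 library in 4 has by chance. A biological difference between pools of females was not tested. Given the number of libraries that stood apart, chance stays open too.
In unmated fat body, 1 library of run 1 held 3.84 CPM of SPR and the others between 1.68 and 1.98. In CPM without TMM scaling, SPR was at 5.22 there and between 1.5 and 2.73 in the others, 2.99 times their median. On that scale the 15 abundant transcripts specific to the oviduct summed to 192 CPM there. In the others they summed to between 54.7 and 134, and the 192 CPM was 2.39 times their median. RNA of the oviduct may account for this library. All 15 transcripts were picked from these libraries, and 5 of them were expressed in the fat body.
In the unmated bursa, 1 library of run 2 had a TMM factor of 1.188 and the others lay between 1.399 and 1.419. The most abundant gene took 24.7% of the counts of that library and between 19.93% and 20.94% of the others, so a few genes taking more of the counts may account for the factor. In the same tissue 1 library of run 2 held 1.69 CPM of CecA1 and the others between 0.992 and 1.09. No explanation was tested for this library, and chance stays open given the number of libraries that stood apart.
The change from unmated to 6 h differed between the 6 tissues for 97 of 5388 genes (edgeR, Bonferroni-adjusted p ≤ 0.01), for 378 under a Benjamini-Hochberg adjustment for 814 with the sequencing run in the model as well and for 22 without TMM scaling. Among the genes named, the Bonferroni p was 1.13e-06 for AttA, 8.79e-05 for CG32512, 0.00117 for CG5191, 9.58e-07 for Efr and 4.09e-07 for Sil1. The log2 fold change of AttA ran from 0.78 in the fat body to 5.74 in the bursa, that of CG32512 from -4.30 in the bursa to 1.29 in the fat body, that of CG5191 from 0.13 in the fat body to 2.78 in the oviduct, that of Efr from -1.65 in the spermathecae to -0.07 in the bursa and that of Sil1 from 0.64 in the parovaria to 3.26 in the fat body. The called change of CG5191 in the oviduct had a Bonferroni p of 0.133 without 1 library. A run difference shared by the tissues was argued against for these 5 genes by an adjusted p of at most 9.47e-07 (edgeR interaction test, run in the model). A run difference peculiar to a single tissue stays open, as run effects ranged from 0 genes in the oviduct to 903 in the fat body. The oviduct, where CG5191 changed most, had 6 h libraries from run 2 only. A scaling effect was argued against for AttA by a Bonferroni p of 2.69e-06 in the interaction test without TMM scaling. TMM scaling moved the change of the median gene over a range of 0.43 log2 among the 6 tissues. A difference between the most extreme tissues beyond that range had a p of 1.89e-05 for CG32512 and 5.4e-05 for Sil1 (edgeR TREAT, Bonferroni-adjusted for all genes and 15 pairs of tissues), which argued against scaling for these 2 genes too. For CG5191 and Efr scaling stays open, since this p was 0.249 and 0.0137. A tissue difference after mating stays open as a hypothesis, untested beyond these libraries, and the share of other cells in each dissected tissue was not tested for them.
Transcripts of 21 eggshell genes, on which the paper does not report, summed to 744 CPM (18106 counts) in 1 of the 2 oviduct libraries at 6 h, to 12.8 in the other and to between 4.67 and 12.8 in the unmated oviduct. At 24 h 1 library, of run 1, held 200 CPM and the others 24.6 and 9.71. Of the 744 CPM, 98.9% lay on Cp15, Cp16, Cp18 and Cp19. Ovarian tissue of all stages in the sample was argued against by Cp36, at 0.0431% of its level in the whole female, and Cp38, at 0.0771%, where Cp15 stood at 24.4%, Cp16 at 27.7%, Cp18 at 34.5% and Cp19 at 1.71%. Of the list, 1 gene was expressed in an unmated FRT tissue. At 6 h Cp15 exceeded 2 CPM in each oviduct library (6.94 and 489 CPM). Follicle cells of the last stages, or an egg in the duct of females that had mated, remain possible and were not tested, as the groups hold 2 and 3 libraries.
Without TMM scaling, the 26 transcripts abundant in and specific to the spermathecae summed to 403000 CPM in unmated spermathecae. They summed to 19700 in the unmated seminal receptacle (4.89%), 10300 in the parovaria (2.56%), 8520 in the oviduct, 5160 in the bursa (1.28%) and 4360 in the fat body. Reads assigned to the wrong library were argued against by the whole female libraries, sequenced in run 2 as well, which held 346 CPM, while the lowest mean of a dissected tissue was 2250, in the fat body at 6 h. All 26 were picked from these libraries, and 25 were expressed in all 5 FRT tissues. RNA carried over in dissection and low expression in the neighbouring tissues both stay open.
At 6 h, Send2 and CG17234 rose in all 6 tissues. As a share of the level in the spermathecae, all 10 of their values in the 5 other tissues lay between the 10th and 90th percentile of the shares of the other 26 transcripts. Across 16 libraries of these 5 tissues at 6 h, the deviation of Send2 from its tissue mean had an r of 0.933 with that of the 26 transcripts (permutation p = 4e-05, adjusted p = 8e-05, 100000 permutations within tissues), 0.892 without the 2 farthest libraries and 0.984 in the 10 libraries of run 2. For CG17234 r was 0.900 (permutation p = 0.00024, adjusted p = 0.00024) and 0.996 in run 2. These values are consistent with RNA of the spermathecae carried over into the other tissues as the source of Send2 and CG17234 there. Expression in each tissue that follows the same share in every library was not excluded.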

How the results depend on the processing

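Chosen only after the result was seen were the tests with limma, DESeq2, the likelihood ratio test, the log2 fold change without a p-value, CPM without TMM scaling, run 2 with the 6 h libraries split and those that combine the run with another adjustment, and the others were set before the data were examined. The cause was not tested for any change below, except where the setting itself has fewer libraries or is less strict. The grouping of the 5 FRT tissues, of the epithelial and of the glandular tissues in the tree and the sign of the correlations between successive changes in each tissue were kept under every alternative run for them. The χ² tests among tissues at 6 h and for tissue-specific genes stayed past 0.05 under every alternative run for them, although the order of the tissues changed, with more genes in the oviduct (14) than in the bursa (9) at 6 h with run 2 only and fewest tissue-specific genes in the fat body (16) with τ on log2(CPM + 1). The mean R² between FRT tissues ran from 0.251 to 0.377 from unmated to 6 h over its alternatives.
With one fit of all samples, the differentially expressed genes at 6 h numbered 278 in the bursa, 50 in the oviduct, 35 in the seminal receptacle, 39 in the spermathecae, 12 in the parovaria and 49 in the fat body. At 24 h there were 18 in the bursa, 10 in the oviduct, 4 in the seminal receptacle, 9 in the spermathecae, 4 in the parovaria and 23 in the fat body. The χ² of transient genes was 42.8 and past 0.05, and the mean share of transient genes was 79.9%. The share of downregulated genes called in another tissue was 44.4%. The adjusted p changed sides of 0.05 for the lists ribosome biogenesis (oviduct 8.16e-06, seminal receptacle 0.00073), RNA polymerase subunits (bursa 0.0173) and antimicrobial peptides (seminal receptacle 0.018) among transiently upregulated genes. With one fit of all unmated samples, tissue-biased genes numbered 966 in the bursa, 800 in the oviduct, 883 in the seminal receptacle, 639 in the spermathecae, 668 in the parovaria and 1041 in the fat body. The share of tissue-specific genes also tissue-biased was 60.1%. Gene lists that changed sides of 0.05 were secretory pathway (3.2e-10) and serine endopeptidases (0.96) among genes biased in both glandular tissues. With the sequencing run as a covariate, the differentially expressed genes at 6 h numbered 189 in the bursa, 0 in the oviduct, 9 in the seminal receptacle, 11 in the parovaria and 17 in the fat body. The numbers at 24 h were 20 in the bursa, 3 in the seminal receptacle, 3 in the parovaria and 1 in the fat body. The mean share of transient genes was 81.8%, and sides of 0.05 changed for serine endopeptidases (parovaria 0.00773) among transiently upregulated genes. With run 2 only, which has fewer libraries, the differentially expressed genes at 6 h numbered 9 in the bursa, 14 in the oviduct, 1 in the seminal receptacle, 4 in the spermathecae, 1 in the parovaria and 2 in the fat body. Genes called at 24 h numbered 3 in the bursa, 1 in the seminal receptacle and 0 in the spermathecae. Tissue-biased genes numbered 1 in the bursa, 13 in the seminal receptacle, 3 in the spermathecae, 2 in the parovaria and 438 in the fat body. The correlation of the successive changes was -0.463 in the parovaria, and the χ² among tissues at 24 h was 7.36 and no longer past 0.05. The mean share of transient genes was 78.3%, and the share of tissue-specific genes also tissue-biased was 29.4%. 3 FRT tissues kept 6 h as the outgroup, and the AU of the oviduct with the seminal receptacle was 98.7%. The adjusted p changed sides of 0.05 for the lists ribosome biogenesis (bursa 1) and antimicrobial peptides (oviduct 0.0131) among transiently upregulated genes. With the less strict Benjamini-Hochberg adjustment, the differentially expressed genes at 6 h numbered 978 in the bursa, 24 in the oviduct, 6 in the seminal receptacle, 94 in the spermathecae, 14 in the parovaria and 11 in the fat body. At 24 h there were 36 in the bursa and 13 in the spermathecae. Tissue-biased genes numbered 1533 in the bursa, 581 in the oviduct, 1146 in the seminal receptacle, 912 in the spermathecae, 1142 in the parovaria and 1417 in the fat body. Transient genes had a χ² of 22, past 0.05, and the share of downregulated genes called in another tissue was 25%. 378 genes had a 6 h change that differed among tissues, and the share of tissue-specific genes also tissue-biased was 85.3%. Gene lists that changed sides of 0.05 were secretory pathway (1.78e-10) and serine endopeptidases (1) among genes biased in both glandular tissues and RNA polymerase subunits (bursa 2.21e-07), antimicrobial peptides (oviduct 0.0149, parovaria 0.00836) and serine endopeptidases (parovaria 0.0149) among transiently upregulated genes. With the replicate number as a block, the differentially expressed genes at 24 h numbered 17 in the bursa and 0 in the parovaria. Tissue-biased genes numbered 1239 in the bursa, 84 in the oviduct, 351 in the spermathecae, 417 in the parovaria and 1068 in the fat body. With all genes of the file, the differentially expressed genes at 6 h numbered 3 in the fat body. Tissue-biased genes numbered 2 in the oviduct, 18 in the seminal receptacle, 87 in the spermathecae and 105 in the parovaria. The share of tissue-specific genes also tissue-biased was 26.8%. With median-ratio scaling, the share of tissue-specific genes also tissue-biased was 16.3%. With the 6 h replicates split, the correlation of the successive changes was -0.571 in the bursa, -0.619 in the oviduct, -0.197 in the seminal receptacle, -0.285 in the spermathecae, -0.284 in the parovaria and -0.152 in the fat body. With τ on log2(CPM + 1), tissue-specific genes numbered 33 in the bursa, 28 in the oviduct, 51 in the seminal receptacle, 31 in the spermathecae, 30 in the parovaria and 16 in the fat body. Sides of 0.05 changed for odorant binding proteins (bursa 1), serine endopeptidases (spermathecae 1), galactose-binding lectins (spermathecae 0.953) and antimicrobial peptides (fat body 1) among tissue-specific genes. With genes scaled to unit variance, the variance held was 39.1% on component 1 and 18.4% on component 2. With CPM without logarithm, the variance held was 81.3% on component 1, 11.3% on component 2, 5.1% on component 3 and 1.74% on component 4. With a pseudocount of 2, the AU of the unmated and 6 h fat body was 97.8%. With Spearman correlation distance, the AU of the oviduct with the seminal receptacle was 98.3%. The AU of the unmated and 6 h fat body was 100.0%.
With limma on log2(CPM + 0.5), the differentially expressed genes at 6 h numbered 2 in the fat body. The numbers at 24 h were 17 in the bursa, 1 in the oviduct and 1 in the seminal receptacle. Tissue-biased genes numbered 257 in the bursa, 24 in the oviduct, 37 in the seminal receptacle, 168 in the spermathecae and 148 in the parovaria. The mean share of transient genes was 80.7%, and the share of tissue-specific genes also tissue-biased was 28.6%. With DESeq2, the differentially expressed genes at 6 h numbered 668 in the bursa, 157 in the oviduct, 87 in the seminal receptacle, 126 in the spermathecae, 38 in the parovaria and 72 in the fat body. Genes called at 24 h numbered 62 in the bursa, 36 in the oviduct, 16 in the seminal receptacle, 42 in the spermathecae, 22 in the parovaria and 13 in the fat body. Tissue-biased genes numbered 1641 in the bursa, 1313 in the oviduct, 1434 in the seminal receptacle, 1038 in the spermathecae, 1239 in the parovaria and 1435 in the fat body. The χ² of transient genes was 71.5 and past 0.05, and the mean share of transient genes was 78%. The share of downregulated genes called in another tissue was 39.9%, and 2 genes were upregulated at 6 h in all 6 tissues. The share of tissue-specific genes also tissue-biased was 90.3%. The adjusted p changed sides of 0.05 for the lists secretory pathway (3e-11) and serine endopeptidases (1) among genes biased in both glandular tissues and ribosome biogenesis (oviduct 3e-09, seminal receptacle 0.00382), RNA polymerase subunits (bursa 5e-05), antimicrobial peptides (seminal receptacle 0.0437, parovaria 0.0176) and serine endopeptidases (parovaria 0.0018) among transiently upregulated genes. With edgeR's likelihood ratio test, the differentially expressed genes at 6 h numbered 476 in the bursa, 93 in the oviduct, 45 in the seminal receptacle, 94 in the spermathecae, 30 in the parovaria and 42 in the fat body. At 24 h there were 48 in the bursa, 24 in the oviduct, 11 in the seminal receptacle, 32 in the spermathecae, 15 in the parovaria and 9 in the fat body. Tissue-biased genes numbered 1576 in the bursa, 1148 in the oviduct, 1364 in the seminal receptacle, 997 in the spermathecae, 1190 in the parovaria and 1352 in the fat body. Transient genes had a χ² of 47.9, past 0.05, and the mean share of transient genes was 76.3%. The share of downregulated genes called in another tissue was 38%, and the share of tissue-specific genes also tissue-biased was 89.1%. Gene lists that changed sides of 0.05 were secretory pathway (3.48e-11) and serine endopeptidases (1) among genes biased in both glandular tissues and ribosome biogenesis (oviduct 0.0109), RNA polymerase subunits (bursa 0.00211), antimicrobial peptides (seminal receptacle 0.00939, parovaria 0.011) and serine endopeptidases (parovaria 0.00114) among transiently upregulated genes. With the sequencing run and a Benjamini-Hochberg adjustment, the differentially expressed genes at 6 h numbered 1795 in the bursa, 21 in the oviduct, 54 in the seminal receptacle, 197 in the spermathecae, 25 in the parovaria and 344 in the fat body. The numbers at 24 h were 62 in the bursa, 6 in the seminal receptacle, 27 in the spermathecae, 9 in the parovaria and 1 in the fat body. The χ² of transient genes was 113 and past 0.05, and the share of downregulated genes called in another tissue was 44.3%. 1 gene was upregulated at 6 h in all 6 tissues, and 814 genes had a 6 h change that differed among tissues. Sides of 0.05 changed for RNA polymerase subunits (bursa 1.58e-09), antimicrobial peptides (oviduct 9.83e-09, seminal receptacle 0.000688, parovaria 0.00858) and serine endopeptidases (parovaria 0.000623) among transiently upregulated genes. With the likelihood ratio test and the sequencing run, the differentially expressed genes at 6 h numbered 822 in the bursa, 95 in the oviduct, 107 in the seminal receptacle, 154 in the spermathecae, 52 in the parovaria and 247 in the fat body. Genes called at 24 h numbered 81 in the bursa, 35 in the oviduct, 20 in the seminal receptacle, 47 in the spermathecae, 30 in the parovaria and 24 in the fat body. Transient genes had a χ² of 111, past 0.05, and the mean share of transient genes was 77.2%. The share of downregulated genes called in another tissue was 40.7%, and 4 genes were upregulated at 6 h in all 6 tissues. The adjusted p changed sides of 0.05 for the lists ribosome biogenesis (oviduct 0.00712), RNA polymerase subunits (bursa 1.4e-06), antimicrobial peptides (seminal receptacle 0.00284, parovaria 1.23e-05) and serine endopeptidases (parovaria 7.11e-05) among transiently upregulated genes. With the likelihood ratio test, the sequencing run and a Benjamini-Hochberg adjustment together, the differentially expressed genes at 6 h numbered 2333 in the bursa, 283 in the oviduct, 337 in the seminal receptacle, 330 in the spermathecae, 89 in the parovaria and 832 in the fat body. At 24 h there were 157 in the bursa, 72 in the oviduct, 38 in the seminal receptacle, 106 in the spermathecae, 68 in the parovaria and 96 in the fat body. The χ² of transient genes was 377 and past 0.05, and the mean share of transient genes was 78.3%. The share of upregulated genes called in another tissue was 64.9%, and the share of downregulated genes called in another tissue was 50.9%. 11 genes were upregulated at 6 h in all 6 tissues. Gene lists that changed sides of 0.05 were ribosome biogenesis (oviduct 3.88e-16, seminal receptacle 1.11e-13), RNA polymerase subunits (bursa 3.27e-10), antimicrobial peptides (oviduct 0.00203, seminal receptacle 0.00488, parovaria 2.71e-05) and serine endopeptidases (parovaria 4.69e-06) among transiently upregulated genes. With the likelihood ratio test and a Benjamini-Hochberg adjustment, tissue-biased genes numbered 1818 in the bursa, 1512 in the oviduct, 1767 in the seminal receptacle, 1208 in the spermathecae, 1396 in the parovaria and 1540 in the fat body. The share of tissue-specific genes also tissue-biased was 93.8%. With the log2 fold change without a p-value, tissue-biased genes numbered 1862 in the bursa, 1605 in the oviduct, 1828 in the seminal receptacle, 1278 in the spermathecae, 1436 in the parovaria and 1561 in the fat body. The share of tissue-specific genes also tissue-biased was 94.6%. Sides of 0.05 changed for secretory pathway (8.18e-11) and serine endopeptidases (0.947) among genes biased in both glandular tissues. With CPM without TMM scaling, tissue-specific genes numbered 143 in the fat body. 22 genes had a 6 h change that differed among tissues. With run 2 only and the 6 h replicates split, the correlation of the successive changes was -0.669 in the bursa, -0.454 in the oviduct, -0.415 in the seminal receptacle, -0.404 in the spermathecae and -0.248 in the parovaria.
Leaving out 1 library at a time, the differentially expressed genes numbered at 6 h from 33 to 76 in the bursa, from 0 to 0 in the oviduct, from 0 to 2 in the seminal receptacle, from 11 to 16 in the spermathecae, from 2 to 4 in the parovaria and from 0 to 5 in the fat body. They numbered at 24 h from 3 to 8 in the bursa, from 0 to 6 in the oviduct, from 3 to 5 in the spermathecae and from 0 to 1 in the parovaria. Tissue-biased genes numbered from 5 to 14 in the bursa, from 1 to 13 in the seminal receptacle, from 13 to 34 in the spermathecae, from 14 to 20 in the parovaria and from 70 to 242 in the fat body. The correlation of the successive changes in the oviduct ran from -0.833 to -0.635. The lowest number in the bursa at 6 h came without the first unmated library, and the 0 in the oviduct and seminal receptacle at 6 h came without any 1 of the unmated libraries. The 6 in the oviduct at 24 h came without its first 24 h library and the 5 in the fat body without its first 6 h library, both from run 1, as did the -0.635 in the oviduct. In the fat body the correlation ran from -0.709 to -0.356, the latter without 1 unmated library of run 2.
The replicate numbers showed no pairing common to the tissues. Deviations from the group means had a mean r of 0.272 for the same number (33 pairs), 0.232 for another number of the same run (32 pairs) and -0.255 across runs (64 pairs), and 0.107 and -0.107 for the first 2 after removing the run. By tissue, the same number gave a mean r of 0.333 and another number of the same run 0.12 in the spermathecae. These were 0.371 and 0.291 in the bursa and -0.024 and 0.302 in the parovaria. In the oviduct, seminal receptacle and fat body, with 3 pairs or fewer of each kind, the same number gave the lower r. The block could not be fitted in the seminal receptacle. Within run 2 the tree had no node of unmated with 24 h in the oviduct and parovaria or of unmated with 6 h in the fat body, so no AU could be given. The pseudocounts of 0.1 and 2 set for differential expression and tissue bias were not run, because a test on counts has no pseudocount.
For single genes named in the text, 360 alternatives were run, of which 288 left direction and call as they were, 25 were weaker, 46 stronger and 1 reversed. With run 2 only, 17 were weaker and 4 stronger, with one fit 4 and 17, with the run as a covariate 3 and 14, with the Benjamini-Hochberg adjustment 0 and 11 and with median-ratio scaling 1 and 0. The reversed one was the 6 h change of SPR in the fat body, a log2 fold change of 0.36 with run 2 only against -0.21 with all libraries.
The choice of test and adjustment limits the calls. In simulated data with the same numbers of libraries the quasi-likelihood test with the Bonferroni adjustment recovered 1 of 200 changed genes in the oviduct and 4 in the seminal receptacle, so that low numbers there say little about how many genes changed. The likelihood ratio test recovered 166 in the bursa, 124 in the oviduct, 124 in the seminal receptacle, 176 in the spermathecae, 169 in the parovaria and 144 in the fat body. With a Benjamini-Hochberg adjustment it recovered 188, 176, 168, 194, 184 and 191, with 13, 14, 9, 2, 9 and 9 false calls.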

Differences from the paper's values

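All tests in this part were set before the data were examined, except those said to be chosen after seeing the values. The paper's means are given with its standard errors. A gap is called closed where a value lay within 1.5 times the paper's, or where the 2 differed by no more than the larger of their errors. After the values were seen to lie below the paper's, 6 further settings were run for postmating changes and 5 for tissue bias, so the one that comes nearest is the nearest of several.
For the number of expressed genes among tissues, with all 17752 genes as the total, χ² was 907.4 against the paper's 1364.0. With run 2 alone it was 1819, within 1.5 times the paper's value. The χ² of tissue-biased genes among tissues was 570.4 against the paper's 120.9, and none of the alternatives set before the data were examined closed the gap: all genes of the table gave 621, one fit of all unmated libraries 386.9, run 2 alone 2860, a Benjamini-Hochberg adjustment 957.4 and median-ratio scaling 321.2. The 5 settings chosen after seeing the values did not close it either. Of tissue-specific genes, 19.7% were also tissue-biased against the paper's 97%. A Benjamini-Hochberg adjustment gave 85.3% and closed the gap, and one fit of all unmated libraries (60.1%), run 2 alone (29.4%), all genes (26.8%) and median-ratio scaling (16.3%) did not. Chosen after seeing the values, DESeq2 gave 90.3%, the likelihood ratio test 89.1%, the same with a Benjamini-Hochberg adjustment 93.8% and the log2 fold change without a p-value 94.6%.
Tissue-biased genes numbered 80 in the bursa, 0 in the oviduct, 6 in the seminal receptacle, 55 in the spermathecae, 65 in the parovaria and 201 in the fat body. The paper's values were about 1400, about 1400, about 1600, about 1100, about 1100 and about 1000 in Fig. 3A, read by eye. At an unadjusted p under 0.05 the oviduct had 1595 genes. A Benjamini-Hochberg adjustment closed the gap in all tissues but the oviduct (1533, 581, 1146, 912, 1142 and 1417 in the same order). One fit of all unmated libraries closed it in the bursa (966) and fat body (1041) and not in the oviduct (800), seminal receptacle (883), spermathecae (639) or parovaria (668). The replicate number as a block closed it in the bursa (1239) and fat body (1068) and not in the oviduct (84), spermathecae (351) or parovaria (417). All genes, run 2 alone and median-ratio scaling closed it in none. Among settings chosen after seeing the values, DESeq2 gave 1641, 1313, 1434, 1038, 1239 and 1435, the likelihood ratio test 1576, 1148, 1364, 997, 1190 and 1352, the same with a Benjamini-Hochberg adjustment 1818, 1512, 1767, 1208, 1396 and 1540, and the log2 fold change without a p-value 1862, 1605, 1828, 1278, 1436 and 1561.
Genes biased in all 5 FRT tissues numbered 0 against the paper's about 440 in Fig. 3B, read by eye, and no alternative set before the data were examined closed the gap (240 in one fit of all unmated libraries, 225 under a Benjamini-Hochberg adjustment). Genes biased in the 3 epithelial tissues alone numbered 0 against the paper's about 260 in Fig. 3B, read by eye. One fit of all unmated libraries gave 185 and closed the gap, and the Benjamini-Hochberg adjustment (121) did not. Genes biased in both glandular tissues alone numbered 18 against the paper's about 120 in Fig. 3B, read by eye. One fit gave 96 and closed the gap, and the Benjamini-Hochberg adjustment (182), all genes (33) and median-ratio scaling (19) did not. Run 2 alone gave 0 in all 3 sets. Chosen after seeing the values, DESeq2 gave 421, 254 and 160 in these sets, the likelihood ratio test 367, 234 and 170, the same with a Benjamini-Hochberg adjustment 538, 303 and 162, and the log2 fold change without a p-value 583, 319 and 172.
Upregulated genes at 6 h averaged 17.3 ± 13 (SE) per tissue against the paper's 377 ± 159, and downregulated genes 3.33 ± 2.11 against the paper's 283 ± 167. At 24 h the means were 2.50 ± 1.63 against the paper's 62 ± 13 and 0.167 ± 0.167 against the paper's 22 ± 5. None of the alternatives set before the data were examined closed these gaps. The nearest at 6 h was the Benjamini-Hochberg adjustment (118.2 and 69.7), and at 24 h one fit of all samples (7.5 and 3.83). Of those chosen after seeing the values, the likelihood ratio test with the sequencing run and a Benjamini-Hochberg adjustment gave 400.2 ± 172 and 300.5 ± 173 at 6 h and 65.7 ± 13.9 and 23.8 ± 5.7 at 24 h. The quasi-likelihood test with the run and this adjustment, also chosen after seeing the values, gave 242.8 and 163.2 at 6 h, which are more than 1.5 times below the paper's means and within its standard errors, and did not close the gaps at 24 h. The other 4 (limma, DESeq2 and the likelihood ratio test with and without the run, all Bonferroni-adjusted) closed none of them.
For differentially expressed genes among tissues χ² was 281.9 at 6 h against the paper's 5425.2 and 28.4 at 24 h against the paper's 123.9. The Benjamini-Hochberg adjustment closed both gaps (3751 and 114.5), and one fit of all samples (580.8 and 37.7), the run as a covariate (553.8 and 43.4), median-ratio scaling (293.8 and 28.4), all genes (244 and 44.3) and run 2 alone (24 and 7.36) closed neither. Chosen after seeing the values, the likelihood ratio test with the run and a Benjamini-Hochberg adjustment gave 5219 and 99.3, and the quasi-likelihood test with these settings 5737 and 146.7.
In the parovaria 83.3% of differentially expressed genes (5 of 6) were transient against the paper's 55.0%. The 95% interval, 35.9 to 99.6, holds the paper's value, so at these numbers a gap closed or left open says little. The gap was closed by one fit of all samples (10 of 14 genes, 71.4%) and the run as a covariate (9 of 12, 75%). Run 2 alone (1 of 2, 50%) and median-ratio scaling (4 of 5, 80%) closed it too. All genes (7 of 8, 87.5%) and the Benjamini-Hochberg adjustment (14 of 15, 93.3%) did not. Chosen after seeing the values, the likelihood ratio test gave 62.5%, the same with the run 58.3%, with the run and a Benjamini-Hochberg adjustment 49.6%, DESeq2 60% and the quasi-likelihood test with the run and a Benjamini-Hochberg adjustment 70%, all within 1.5 times the paper's value. Limma, chosen likewise, gave 85.7% and did not close the gap. The χ² of transient genes among tissues was 2.76 against the paper's 317.2, and none of the alternatives set before the data were examined closed the gap: one fit gave 42.8, the Benjamini-Hochberg adjustment 22, run 2 alone 9.29, the run as a covariate 8.04, median-ratio scaling 3.03 and all genes 1.35. The likelihood ratio test with the run and a Benjamini-Hochberg adjustment, chosen after seeing the values, gave 377.2.
Of the genes upregulated at 6 h in a tissue, 30.8% ± 13.8 (SE) were called in another against the paper's 70.6% ± 11.6. One fit of all samples (53.2%), the run as a covariate (51.2%) and the Benjamini-Hochberg adjustment (61.9%) closed the gap, and all genes (45.3%), run 2 alone (33.8%) and median-ratio scaling (28.6%) did not. For genes downregulated at 6 h the share was 0% against the paper's 51.4% ± 11.5, closed by one fit (44.4%) and not by the Benjamini-Hochberg adjustment (25%), and it was 0% in the other 4. For genes that rose from 6 h to 24 h it was 0% against the paper's 51.7% ± 9.1, closed by one fit (63.6%) and not by the Benjamini-Hochberg adjustment (16.9%) or the other 4 (0%). For genes that fell from 6 h to 24 h it was 32.1% ± 23.6 against the paper's 63.6% ± 10.4, closed by one fit (53.5%), the run as a covariate (56%), run 2 alone (51.7%) and the Benjamini-Hochberg adjustment (47.5%), and not by all genes or median-ratio scaling (32.1% in both). The likelihood ratio test with the run and a Benjamini-Hochberg adjustment, chosen after seeing the values, gave 64.9%, 50.9%, 46.8% and 60% in this order, and the likelihood ratio test with the run 56.1%, 40.7%, 34.7% and 52.6%, which closed all 4 gaps too. Also chosen after seeing the values, DESeq2 (56.5%, 39.9% and 55.4%), the likelihood ratio test (53.7%, 38% and 49.7%) and the quasi-likelihood test with the run and a Benjamini-Hochberg adjustment (59.7%, 44.3% and 74.7%) closed these gaps except that for genes that rose from 6 h to 24 h, and limma closed none.
Genes upregulated at 6 h in all 6 tissues numbered 0 against the paper's 16, and 0 in each alternative set before the data were examined. Among settings chosen after seeing the values, the likelihood ratio test with the run and a Benjamini-Hochberg adjustment gave 11, the likelihood ratio test with the run 4, DESeq2 2 and the quasi-likelihood test with the run and a Benjamini-Hochberg adjustment 1. Of the 6 genes the paper names, these settings called CecA1, Listericin, Send2 and CG17234 in all 6 tissues with the first, Listericin, Send2 and CG17234 with the second, Send2 with the third and Listericin with the fourth, and AttA and Def in none of them. The first also called jhamt, l(2)efl, BomBc1, CG11426, CG17134, CG3348 and CG34265, named after their values were seen.
The paper ranks the epithelial tissues highest in tissue-biased genes. Here the order was the fat body, bursa, parovaria, spermathecae, seminal receptacle and oviduct. Under the Benjamini-Hochberg adjustment the bursa was highest (1533) and the oviduct lowest (581). In one fit of all unmated libraries the fat body (1041) and then the 3 epithelial tissues were highest, and with DESeq2, chosen after seeing the values, the bursa (1641), fat body (1435) and seminal receptacle (1434) were. Of the others chosen so, the log2 fold change without a p-value put the bursa (1862), seminal receptacle (1828) and oviduct (1605) highest. The likelihood ratio test, with and without a Benjamini-Hochberg adjustment, put the bursa, seminal receptacle and fat body highest. Limma put the bursa (257), fat body (214) and spermathecae (168) highest.
At 6 h the paper reports an excess of upregulated over downregulated genes in all tissues but the bursa and spermathecae, and at 24 h in all but the parovaria. Here the bursa had the excess at 6 h (82 and 10 genes, χ² test, p = 6.07e-14), as it did in the 6 alternatives set before the data were examined for which it was tested, and so did the parovaria (5 and 0, p = 0.0253), while the oviduct and seminal receptacle (2 and 0 each, p = 0.157) and the fat body (1 and 0, p = 0.317) did not pass 0.05. At 24 h the bursa alone passed it (10 and 0, χ² test, p = 0.00157). Among those alternatives, the excess at 6 h passed 0.05 in the oviduct in one fit of all samples, with run 2 alone and under the Benjamini-Hochberg adjustment (χ² test, p = 1.54e-08, 0.00753 and 7.1e-06), in the seminal receptacle in one fit and with the run as a covariate (0.000101 and 0.0196) and in the fat body with the run as a covariate and under the Benjamini-Hochberg adjustment (0.000275 and 0.00666). At 24 h it did in one fit in the oviduct (0.00157), seminal receptacle and parovaria (0.0455 in both) and with all genes in the spermathecae (0.0455), and in one fit the fat body had more downregulated genes (3 and 20, χ² test, p = 0.000393). With the likelihood ratio test, the run and a Benjamini-Hochberg adjustment, chosen after seeing the values, the bursa had 1184 and 1149 genes at 6 h (χ² test, p = 0.469), the spermathecae 151 and 179 (p = 0.123) and the parovaria 42 and 26 at 24 h (p = 0.0523), and the excess passed 0.05 in every other tissue and time. In the other 5 settings chosen after seeing the values the bursa had the excess at 6 h, with 467 and 201 genes by DESeq2 (χ² test, p = 7.67e-25), 344 and 132 by the likelihood ratio test (p = 2.55e-22), 530 and 292 by that test with the run (p = 1.03e-16), 1008 and 787 by the quasi-likelihood test with the run and a Benjamini-Hochberg adjustment (p = 1.83e-07) and 91 and 14 by limma (p = 5.72e-14). The parovaria had it at 6 h and the bursa at 24 h in all 5, and in none did the spermathecae pass 0.05 at either time or the parovaria at 24 h. DESeq2 and the likelihood ratio test with the run, also chosen after seeing the values, had it by the χ² test at 6 h in the oviduct (3.41e-14 and 1.02e-10), seminal receptacle (0.000403 and 3.23e-05) and fat body (0.000162 and 1.43e-27) and at 24 h in the oviduct (9.64e-08 and 2.38e-05) and seminal receptacle (0.000465 and 7.74e-06), and with the run the likelihood ratio test had it in the fat body at 24 h too (0.000239). The likelihood ratio test without the run, chosen after seeing the values as well, had it by the χ² test at 6 h in the oviduct (3.72e-12) and fat body (1.55e-07) and at 24 h in the oviduct (7.1e-06), seminal receptacle (0.000911) and fat body (0.0196), and the quasi-likelihood test with the run and a Benjamini-Hochberg adjustment had it at 6 h in the oviduct (3.38e-05), seminal receptacle (0.00109) and fat body (1.33e-26) and at 24 h in the seminal receptacle (0.0143).
The paper sets 6 h apart from the other time points in the FRT tissues. With all libraries 5 of 5 tissues had that order, and with run 2 alone 3 did. The paper describes upregulation of nervous system genes in the bursa and oviduct, from functional enrichments among transiently upregulated genes. Here a list of 29 neuronal genes stood in for its annotation terms, and few of them were tested, so the 2 sets of genes may differ. In the bursa at 6 h 1 of 11 neuronal genes tested rose, with a median log2 fold change of -0.94, and in the oviduct 1 of 9 rose, with a median of -0.35. The paper places most serine endopeptidases of the FRT in the spermathecae, where 10 of the 27 expressed in the unmated FRT were specific. It lists scavenger receptors among the functions of the seminal receptacle, and the adjusted p was 0.241 for 2 of 14 genes.
Among transiently upregulated genes, the paper reports translational activity (nucleolus and rRNA processing) in the bursa, oviduct and seminal receptacle. It reports immune response genes in the oviduct, seminal receptacle and parovaria, and digestive enzymes (proteolysis) in the parovaria. Here ribosome biogenesis, antimicrobial peptide and serine endopeptidase genes stood in for these terms. With the lists used here only ribosome biogenesis in the bursa passed an adjusted p of 0.05. In the oviduct ribosome biogenesis passed in one fit of all samples (8.16e-06), and in the seminal receptacle as well (0.00073). Antimicrobial peptides passed in the oviduct with run 2 alone (0.0131) and under the Benjamini-Hochberg adjustment (0.0149), in the seminal receptacle in one fit (0.018) and in the parovaria under the Benjamini-Hochberg adjustment (0.00836). Serine endopeptidases passed in the parovaria with the run as a covariate (0.00773) and under the Benjamini-Hochberg adjustment (0.0149). RNA polymerase subunits passed in the bursa in one fit (0.0173) and under the Benjamini-Hochberg adjustment (2.21e-07). The secretory pathway passed among genes biased in both glandular tissues in one fit of all unmated libraries (3.2e-10) and under the Benjamini-Hochberg adjustment (1.78e-10). Chosen after seeing the values, the likelihood ratio test with the run and a Benjamini-Hochberg adjustment gave 3.88e-16 and 1.11e-13 for ribosome biogenesis in the oviduct and seminal receptacle, 0.00203, 0.00488 and 2.71e-05 for antimicrobial peptides in the oviduct, seminal receptacle and parovaria, 4.69e-06 for serine endopeptidases in the parovaria and 3.27e-10 for RNA polymerase subunits in the bursa. Also chosen after seeing the values, DESeq2 (3e-09 and 0.00382) called ribosome biogenesis in the oviduct and seminal receptacle, and the likelihood ratio test without (0.0109) and with the run (0.00712) in the oviduct. These 3 settings called antimicrobial peptides in the seminal receptacle (0.0437, 0.00939 and 0.00284) and parovaria (0.0176, 0.011 and 1.23e-05), serine endopeptidases in the parovaria (0.0018, 0.00114 and 7.11e-05) and RNA polymerase subunits in the bursa (5e-05, 0.00211 and 1.4e-06). The quasi-likelihood test with the run and a Benjamini-Hochberg adjustment, chosen after seeing the values, called antimicrobial peptides in the oviduct (9.83e-09), seminal receptacle (0.000688) and parovaria (0.00858), serine endopeptidases in the parovaria (0.000623) and RNA polymerase subunits in the bursa (1.58e-09). The secretory pathway passed among genes biased in both glandular tissues with DESeq2 (3e-11), the likelihood ratio test (3.48e-11) and the log2 fold change without a p-value (8.18e-11), chosen after seeing the values.
The paper's methods give a Bonferroni adjustment, and its results give a false discovery rate. Both adjustments were run, as given above.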

Other observations

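In this part, the test of a sequencing run shared by the tissues was set before its result was seen, and all other tests were chosen only after the result was seen.
The changes from unmated to 6 h were alike in the 5 FRT tissues, with a mean R² of 0.315. Among the 4 of them with both runs, the mean r was 0.24 where the tissues had been measured in different runs and 0.53 within a run, while the same tissue in different runs gave 0.412. A shared sequencing run may therefore account for part of the likeness. As the whole cause it was argued against for these 4 tissues as a set by 11 of 12 comparisons between runs with a positive r. For the spermathecae of run 1 it stays open, since their r with the bursa, oviduct, seminal receptacle and parovaria of run 2 was -0.027, -0.021, 0.011 and 0.041. The oviduct, measured at both times in run 2 only, had an r of 0.595, 0.370 and 0.398 with the bursa, seminal receptacle and parovaria of run 1. RNA of the spermathecae or parovaria carried over into the other tissues was argued against as the source, since the mean R² was 0.3059 without the genes specific to these tissues. Without genes of τ above 0.8 it was 0.289, and from 6 h to 24 h it was 0.243 and 0.255 in these settings. A response shared by the tissues stays open as a hypothesis.
The fat body had more tissue-specific genes than any FRT tissue. Without TMM scaling it had 143 and the seminal receptacle 196, so the scaling may account for the fat body having the largest number. As a share of expressed genes the fat body stayed highest without it, at 2.60% against 2.49%. A biological difference between tissues was not tested.
Opposite changes from unmated to 6 h and from 6 h to 24 h arise in part from the 6 h libraries they share. With different 6 h libraries in the 2 changes, the weakest of the 6 correlations was -0.152, in the fat body, where simulations without change gave a mean near 0 in the bursa (0) and oviduct (-0.003). The shared libraries as the whole source of the relation were argued against by this value. Recovery by 24 h stays open as a hypothesis.
The unmated fat body joined its 6 h and not its 24 h mean. Both 24 h libraries were from run 2, and within run 2 the unmated mean joined that of 24 h with an AU of 99.8%, so a difference between runs may account for the order.
Splits of the same libraries into groups of the same sizes were counted for each comparison of at least 3 against 3, and each count below includes the true split. For 6 h against unmated, 1 of the 35 splits, the true one, gave as many genes as were called in the bursa (92 genes), the seminal receptacle (2) and the spermathecae (22), 2 of the 35 did in the parovaria (5) and 4 of the 35 in the fat body (1), among them the split by run with 2 genes. With the run as a covariate the fat body had 17 genes. For 24 h against unmated, 1 of the 35, the true one, did in the bursa (10) and spermathecae (5), 2 of the 35 in the parovaria (1), and all 10 of the 10 in the oviduct and seminal receptacle, which had 0 genes. Every split matches a count of 0, so these splits say nothing about the grouping in these 2 tissues. For 24 h against 6 h, 1 of the 35, the true one, did in the bursa (55) and spermathecae (12), 2 of the 35 in the parovaria (2), where the split by run gave 2, and all 35 of the 35 in the seminal receptacle, where every split matches a count of 0 and the split by run gave 2. Under a Benjamini-Hochberg adjustment the split by run gave 709 genes in the bursa against 515, 601 against 47 in the spermathecae, 59 against 8 in the parovaria and 353 against 0 in the seminal receptacle. With the run as a covariate and the Bonferroni adjustment, the comparison of 24 h with 6 h gave 109, 19, 3 and 2 genes in the bursa, spermathecae, parovaria and seminal receptacle. At an unadjusted p under 0.05 there were 679 genes for this comparison in the seminal receptacle, and 532 and 239 for 24 h against unmated in the oviduct and seminal receptacle. Oviduct at 6 h and fat body at 24 h had 2 libraries and were not split.
Heat shock genes, on which the paper does not report, had a median log2 fold change of 1.395 in the bursa at 6 h, with 14 of 14 positive, 1 called over all genes tested and 7 adjusted over the list alone, and of 0.63 in run 2 alone. In the oviduct the median was -1.04 with 3 of 13 positive, in the seminal receptacle -0.18, in the spermathecae -0.11, in the parovaria -1.41 with 0 of 14 positive and in the fat body 0.47 with 6 of 7 positive. Their summed level in the bursa went from 780 CPM to between 788 and 2880 at 6 h. The difference between tissues was not tested for the list.
At 24 h the sarcomere genes had a median log2 fold change of 0.66 in the bursa (22 of 26 positive), 0.65 in the oviduct (25 of 25), 0.83 in the seminal receptacle (25 of 26), 0.91 in the spermathecae (23 of 24), 0.60 in the parovaria (24 of 24) and 0.11 in the fat body (13 of 18). One each was called in the spermathecae and parovaria, and 12 and 8 there adjusted over the list alone. Elsewhere 0 were called, with unadjusted p under 0.05 for 15 rises in the bursa, 12 in the oviduct, 14 in the seminal receptacle and 7 in the fat body.
At 6 h the secretory pathway genes had a median log2 fold change of 0.63 in the bursa (41 of 45 positive), 0.64 in the oviduct (40), 0.31 in the seminal receptacle (42), 0.24 in the spermathecae (39), 0.29 in the parovaria (38) and 0.73 in the fat body (44). None was called over all genes tested (0 in each tissue), 14 rose in the bursa adjusted over the list alone, and unadjusted p was under 0.05 for 29 rises in the bursa, 24 in the oviduct, 5 in the seminal receptacle, 8 in the spermathecae, 12 in the parovaria and 27 in the fat body. Peptidoglycan recognition protein genes had medians of 0.90 in the bursa (9 of 10 positive, 2 called), 1.44 in the oviduct, 0.83 in the seminal receptacle, 0.32 in the spermathecae (1 called), 0.66 in the parovaria and 0.02 in the fat body, the last of which was -0.04 with the run in the model. The 4 galactose-binding lectin genes tested in the spermathecae all fell, with a median of -1.90, and 2 fell adjusted over the list alone. Odorant binding protein genes in the bursa had a median of 0.62 (11 of 15 positive, 1 called).
Abundant transcripts specific to 1 tissue were also found in others before mating, with sums given here in CPM without TMM scaling. The 16 of the bursa summed to 19000 CPM in the bursa and 1630 in the oviduct (8.58%). The 15 of the oviduct summed to 68000 in the oviduct and 11000 in the bursa (16.2%). The 20 of the seminal receptacle summed to 262000 there and 36200 in the spermathecae (13.8%). Most of the 36200 lay on Drs, which took 3.45% of the counts in unmated spermathecae. CG18628 took 9.9% of the counts in the unmated seminal receptacle and 0.0% in the spermathecae. The 13.8% therefore does not describe the 20 transcripts as a set. The 24 of the parovaria summed to 553000 there and 26900 in the spermathecae (4.86%). The 217 of the fat body summed to 251000 there and to between 34800 in the parovaria and 47900 in the whole female. All were picked from these libraries, and how far other tissues express them was not tested.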
